# Histone acetyltransferase inhibition reverses opacity in rat galactose-induced cataract

**DOI:** 10.1371/journal.pone.0273868

**Published:** 2022-11-23

**Authors:** Masaya Nagaya, Risa Yamaoka, Fumito Kanada, Tamotsu Sawa, Masaru Takashima, Yoshihiro Takamura, Masaru Inatani, Masaya Oki

## Abstract

Cataract, a disease that causes opacity of the lens, is the leading cause of blindness worldwide. Cataracts secondary to diabetes are common, even in young patients, so they are of significant clinical importance. Here, we used an *ex vivo* model of galactose-induced cataracts in the rat lens to investigate the therapeutic effects of histone acetyltransferase (HAT) inhibitors. Among the tested HAT inhibitors, TH1834 was the only one that could reverse most of the opacity once it had formed in the lens. Combination treatment with C646/CPTH2 and CBP30/CPTH2 also had therapeutic effects. In lens cross-sections, vacuoles were present in the tissue of the cortical equatorial region of untreated cataract samples. In treated cataract samples, lens tissue regenerated to fill the vacuoles. To identify the genes regulated by HAT inhibitors, qRT-PCR was performed on treated and untreated cataract samples to determine candidate genes. Expression of *Acta1* and *Stmn4*, both of which are involved in the cytoskeleton, were altered significantly in C646+CPTH2 samples. Expression of *Emd*, a nuclear membrane protein, and *Prtfdc1*, which is involved in cancer cell proliferation, were altered significantly in CBP30+CPTH2 samples. *Acta1*, *Acta2*, *Arrdc3*, *Hebp2*, *Hist2h2ab*, *Pmf1*, *Ppdpf*, *Rbm3*, *RGD1561694*, *Slc16a6*, *Slfn13*, *Tagln*, *Tgfb1i1*, and *Tuba1c* in TH1834 samples were significantly altered. These genes were primarily related to regulation of cell proliferation, the cytoskeleton, and cell differentiation. Expression levels increased with the onset of cataracts and was suppressed in samples treated with HAT inhibitors.

## Introduction

Cataract, characterized by clouding of the lens, vision loss, and eventual blindness, accounts for up to 75% of all cases of blindness worldwide [1]. Currently, there are no therapeutic agents available for cataract; the only treatment available is surgical insertion of an artificial lens. However, due to the unavailability of surgery in developing countries, and the risk of secondary cataracts in young patients over time, treatment with eye drops is clinically desirable [2, 3]. In diabetic persons, cataracts are induced by hyperglycemia, and the relationship between cataracts, diabetes, and galactosemia has been well-studied [4]. The incidence of diabetes is increasing worldwide [5], and elucidating the mechanisms underlying diabetic cataract formation is necessary if we are to develop targeted approaches to treatment.

Three major causes of diabetic cataract have been proposed: increased osmolarity with activation of the polyol pathway [6, 7], aggregation and opacification of lens proteins due to glycation [8], and apoptosis of lens epithelial cells [9]. In rats, galactose-induced cataracts, like diabetic cataracts, are thought to be caused by polyol accumulation, which activates apoptosis [9, 10]. Inhibitors of aldose reductase, which is involved in the polyol pathway, inhibit apoptosis, suggesting that sugar alcohol accumulation and apoptosis could be closely related [9]. In addition, expression of p21, which is involved in inhibition of cell proliferation, also increases as galactose-induced cataracts progress [11]. The balance between cell cycle progression and inhibition is important for maintenance of lens transparency. Activation of apoptosis and decreased lens epithelial cell (LEC) density have also been observed in human diabetic cataracts [10, 12]. Organelles within lens fiber cells in the lens cortex are degraded by mechanisms specific to the lens [13], and maintenance of epithelial cell homeostasis has a profound effect on the whole lens. Many studies have sought to prevent diabetic cataract based on these mechanisms [14–19], but few have aimed to develop therapeutics to alleviate previously formed cataracts. Aldose reductase inhibitors prevent and treat galactose-induced cataracts [20], but are not expected to be clinically applicable due to their instability and toxic side effects [21]. The therapeutic effect of lanosterol has been reported in rabbits and dogs with age-related nuclear cataracts [22]. Aggregation of crystallin proteins, which make up the lens, is one cause of cataract formation [23]. Lanosterol is amphiphilic, and becomes water-soluble by acting on the hydrophobic sites of protein aggregates, which may be important for reducing cataract formation. Stabilizing alpha-crystallin, a molecular chaperone that maintains the solubility of lens proteins, can treat age-related cataracts in mice [24], so resolving protein aggregation is important for cataract treatment. However, there is no proof that lanosterol actually binds to lens proteins and dissolves cataracts [25], and it does not alleviate nuclear cataracts in humans [26]. Therefore, further research is needed before it can be used as a therapeutic agent. Also, these are studies of nuclear cataracts rather than cortical cataracts, which are triggered by diabetes and other conditions [22]. Therefore, elucidating the regulatory mechanisms underlying diabetic cataract formation and then exploiting these mechanisms to develop new therapeutic targets is desirable.

Regulation of gene expression through histone acetylation, an epigenetic regulatory mechanism, has been implicated in a variety of diseases, including diabetes [27–29]. Histone acetylation loosens aggregated inactive chromatin and activates transcription of genes in the surrounding regions [30]. Histone acetyltransferases (HATs) and histone deacetylases (HDACs) are being investigated as targets for drug discovery [31–34]. In a previous study, we found that HAT inhibitors prevent, and HDAC inhibitors accelerate, galactose-induced cataract formation in rats [15]. Furthermore, microarray analysis identified Plk3, which is repressed by HATs and activated by HDACs, as being important for cataract formation. HATs belong to the GNAT (Gcn5-related N-acetyltransferase) family, the MYST (Moz, Ybf2/Sas3, Sas2, Tip60) family, the CBP (CREB-binding protein)/p300 family, the TAF1 (TATA-Box Binding Protein Associated Factor 1) family, and others [35]. The GNAT family consists of proteins such as Gcn5 and p/CAF, and the MYST family consists of proteins such as Tip60 and MOZ, which are classified according to function, structure, and target [35]. Specific inhibitors of these proteins, including CPTH2, an inhibitor of Gcn5 [36]; Embelin, a p/CAF inhibitor [37]; TH1834, a Tip60 inhibitor [37]; and C646 and CBP30, both CBP/p300 inhibitors [37], prevent galactose-induced cataracts [15]. This indicates that histone acetylation plays an important role in development and progression of galactose-induced cataracts. Several studies have investigated the relationship between histone acetylation and cataracts, including one report showing that culturing rabbit lenses with anacardic acid, a HAT inhibitor, causes surface clouding. Culturing lenses in medium containing both anacardic acid and trichostatin A, an HDAC inhibitor, inhibited formation of lens opacity [38]. Furthermore, TGF-β-induced lens clouding can be prevented by tubacin, which inhibits HDAC6 [39]. In these models, the cataract occurs primarily in the posterior capsule of the lens. The mechanism is clearly different from that of the galactose-cataract model, in which vacuoles occur in the cortical area, and there are no reports to date of HDAC inhibitors preventing diabetic cataracts.

In the present study, we screened HAT inhibitors using a rat galactose-induced *ex vivo* cataract experimental system to determine whether they can alleviate cataracts once formed. A specific HAT inhibitor was an effective treatment for galactose-induced cataracts. We then examined HAT-regulated genes by qRT-PCR, and identified genes that were altered in opaque lenses. These results indicate that HAT inhibitors, and inhibition of their downstream target genes, may be effective therapeutic agents that reduce lens opacity in diabetic cataracts.

## Materials and methods

### *Ex vivo* assays

Six-week-old male Sprague Dawley (SD) rats were purchased from Sankyo Lab Services. Rats were euthanized by CO_2_ asphyxiation. Both lenses were removed from each animal, placed in 12-well Petri dishes (37°C, 5% CO_2_), and cultured in 2 ml M199 medium containing 0.1% BSA and 30 mM galactose [15]. After incubation until a white opacity formed, the medium covering both lenses was replaced with fresh medium, and one lens from each pair was treated with HAT inhibitors dissolved in DMSO (C646, Sigma, final concentration 40 μM), CBP30 (Cayman Chemical, final concentration 10 μM), CPTH2 (Cayman Chemical, final concentration 80 μM), and TH1834 (Axon MedChem, final concentration 50 μM). Inhibitors were used alone or as a mixture. The other lens from each pair was exposed to DMSO alone (vehicle control). Control samples were incubated with sterile water instead of galactose. The experiments were approved by Animal Research Committee, University of Fukui (Application number: 28091), and all experimental procedures involving animal were conducted in accordance with the University of Fukui guidelines.

### Microscopic observations

Photographs of the lenses were taken using an SZX12 stereomicroscope in combination with a DP58 camera (Olympus), as previously reported [15]. Images were taken with the lens immersed in 7 mL of PBS in a 35 mm dish. Opacity in the cortical area of the lens (the area 20% from the periphery looking at the lens from above) was measured in terms of brightness (0–255) using ImageJ, and a weighted average was calculated.

### RNA extraction, cDNA preparation, and real-time qRT-PCR

RNA extraction and real-time qRT-PCR were performed as previously reported [15]. Target genes and Gapdh were amplified using SYBR Green master mix (Applied Biosystems) and gene specific primers for quantitative analysis of mRNA expression by real-time PCR. The primers used are listed in the Supplementary S1 Table. Expression levels were normalized to those of *Gapdh*. Statistical analysis of RT-qPCR results was performed using Microsoft Excel Office, and a two-tailed unpaired Student’s t-test was used to evaluate differences between the galactose group and the control or drug-treated group. *P* < 0.05 was considered statistically significant.

### Tissue sectioning and staining

After incubation, lenses were immersed in formalin-glutaraldehyde (FG) solution (a mixture of 10% formalin and 25% glutaraldehyde at a ratio of 1:9) for 3 days at 4°C, as described previously [15]. The FG solution was changed every other day. The lenses were then immersed in 10% formalin solution at room temperature for at least 1 day. Samples were then transported to New Histo. Science Laboratory Co., Ltd. for preparation of paraffin sections. Stained sections were examined at 100x using an IX70 microscope (OLYMPUS).

### Microarray data analysis

Microarray analysis was performed on 7 samples: control lenses cultured in medium without galactose (n = 1), lenses cultured for 4 days in medium containing galactose (n = 3), and lenses cultured for 6 days in medium containing galactose (n = 3). A GeneChip Rat Gene 2.0 ST array (Thermo Fisher Scientific) was used for these experiments, as described previously [15]. Preprocessing and analysis were performed using R software. Unnamed genes, and genes with signal values <5, in all samples were eliminated. Heat maps and principal component analysis maps were generated for genes whose expression was predominantly increased (*P* < 0.1) in any of the six galactose-only samples, and decreased (*P* < 0.1) in any of the three treatment samples, relative to the control. The data are available under accession number GSE186248 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186248.

## Results

### Effect of HAT inhibitors on the opacity of galactose-induced cataracts in rats

In a previous study, we found that 16 HAT inhibitors prevent diabetes-like cataracts [15]. In the present study, we further examined the therapeutic effects of these 16 HAT inhibitors. First, we removed the crystalline lens from SD rats, cultured them in galactose-containing medium until they developed cortical cataracts of similar opacity, and then added one of the 16 HAT inhibitors shown to prevent cataract formation in previous studies to determine whether these inhibitors could reverse lens opacity once formed (Fig 1A–1D). The concentrations of the inhibitors used in the analysis are shown in S2 Table. A schematic diagram representing the part of the eye shown in the photograph in Fig 1D is shown in Fig 1B and 1C. As a result, TH1834, an inhibitor of Tip60, reduced the opacity of the equator to a large fraction compared with the lens before TH1834 treatment (which had been cultured in galactose-containing medium for 3 days) and the control lens (which had been cultured in galactose-containing medium for 6 days) (Fig 1D). The Day 6 photograph revealed pointed or banded cortical opacity in the periphery of lenses exposed to galactose, where the effect of TH1834 treatment was observed. Pointed and banded cortical opacities are early morphological features of galactose-induced cataracts [40]. The results also suggested that addition of TH1834 eliminated the white opacity once formed. In addition, the lenses cultured with CPTH2, an inhibitor of Gcn5, showed a slight decrease in opacity, although there were individual differences (S1 Fig). Lenses treated with the other 14 inhibitors showed either the presence of cortical equatorial opacity or progressive clouding of the whole lens.

**Fig 1:**
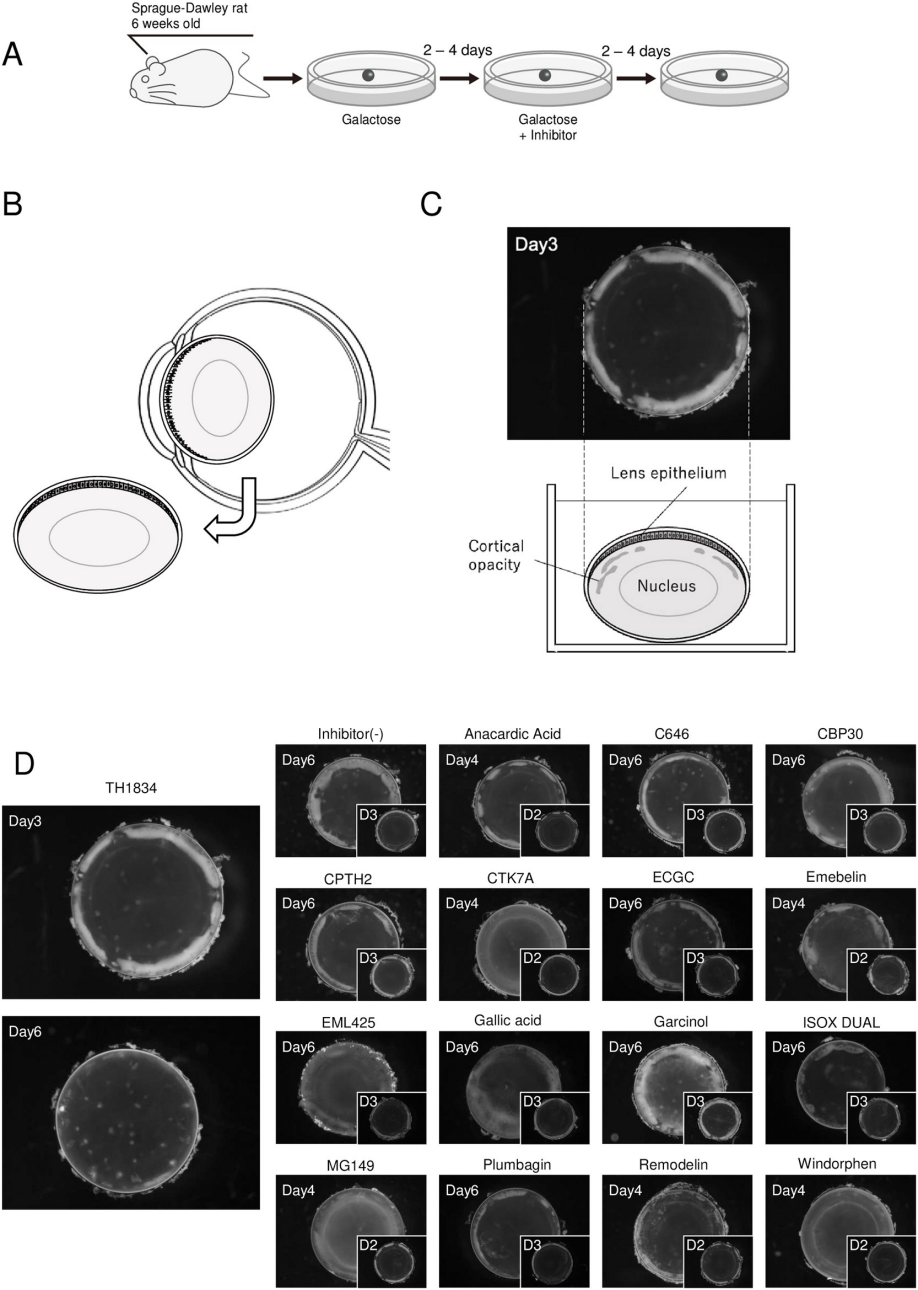
Effect of HAT inhibitors on once-formed galactose cataracts. (A) Schematic illustration of the *ex vivo* experiment. First, cataracts were induced by incubating lenses for 2–4 days in medium containing 30 mM galactose. Next, inhibitors were added to one lens, and DMSO (vehicle control) was added to the contralateral lens. Both lenses were then incubated for another 2–4 days. (B) Position of the eyeball and lens. (C) The lens is observed from above using a stereomicroscope. (D) Microscopic images of lenses incubated with HAT inhibitors. The small photograph on the lower right shows the lens before addition of HAT inhibitor. The number of incubation days is shown in the upper left corner of the photograph. The 16 HAT inhibitors previously identified to have a cataract-preventive effect were used at the same concentrations used previously (S2 Table).

Interestingly, our previous study confirmed that inhibitors targeting different HATs prevent cataracts [15]. For example, TH1834 inhibits Tip60, Embelin inhibits p/CAF, CPTH2 inhibits Gcn5, and C646 inhibits p300. Therefore, to investigate the relationship between these HAT inhibitors, we examined whether combination treatment with HAT inhibitors that inhibit different targets could reverse galactose-induced lens opacification. Combination treatment with C646 and CPTH2 almost completely eliminated white opacity of the cortex (Fig 2A and S1 Fig). The white opacity of the cortex was also reduced by CBP30+CPTH2 combination. C646 and CBP30 inhibit the same target, p300. Combination treatment with C646+Embelin or CPTH2+Embelin had no effect.

**Fig 2:**
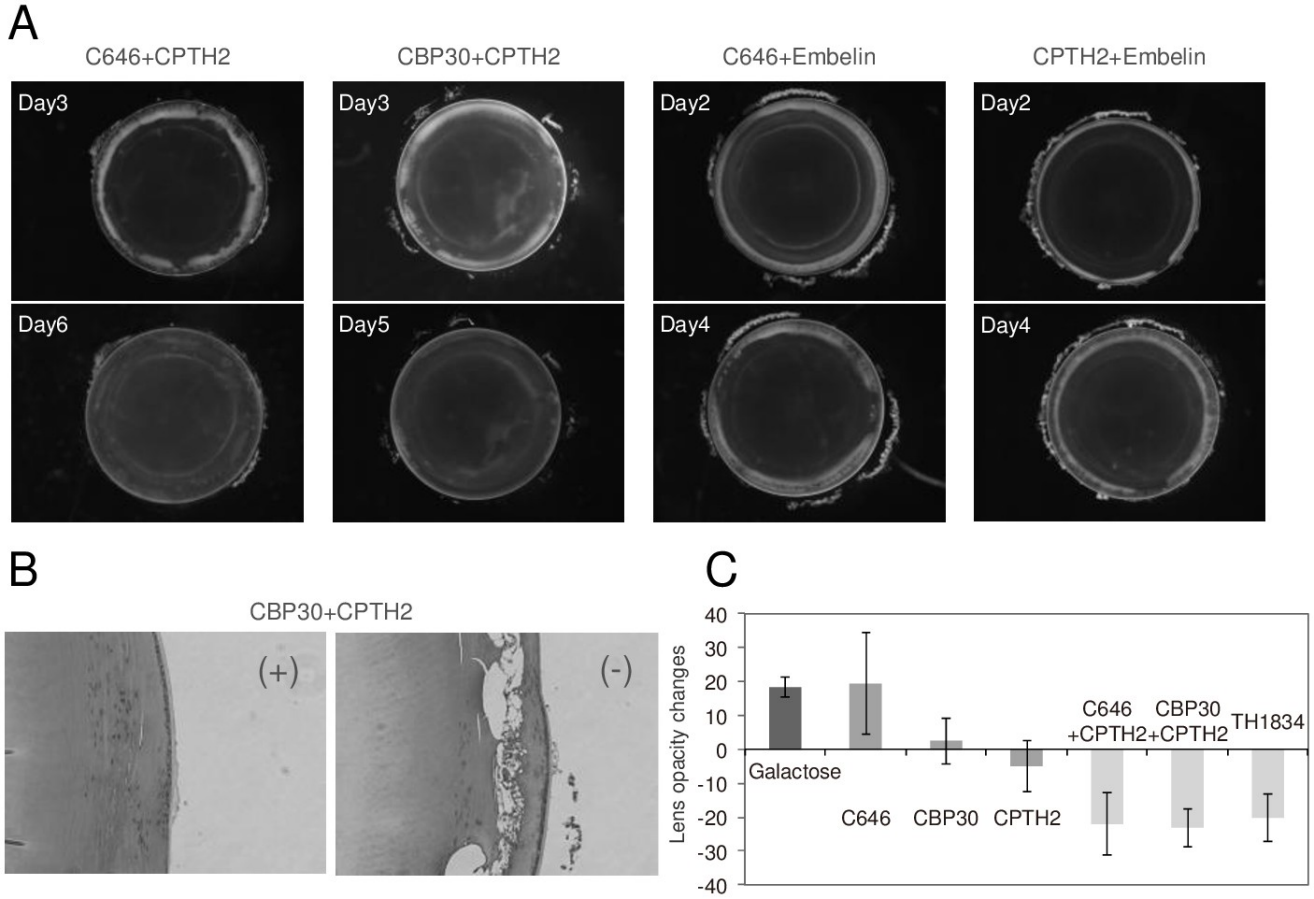
Combined effects of two HAT inhibitors on galactose-induced cataracts. (A) The upper figure shows micrographs taken after incubation without inhibitors, and the lower figure shows micrographs taken after incubation with inhibitors. The number of incubation days is shown in the upper left corner of the photograph. (B) The image on the left (+) shows sections prepared after incubation in galactose-containing medium, followed by addition of CBP30 (10 μM) + CPTH2 (80 μM), and H&E staining. The image on the right (-) shows a section prepared after incubation in galactose-containing medium without inhibitors, followed by H&E staining. (C) Quantification of lens opacity. The opacity of the cortical region of the lens was calculated as previously indicated by subtracting the opacity value measured before addition of the inhibitor from the opacity after addition of the inhibitor [15]. Data are expressed as the mean ± SE. Samples used for quantification are shown in S2 Fig.

Next, to observe changes inside the lens, we examined cross-sections of lenses treated with effective HAT inhibitors. Disintegration of the lens cortex was observed upon culture in galactose-containing medium. Disintegration was almost completely eliminated in crystalline lenses co-treated with HAT inhibitors (Fig 2B). In detail, the vacuoles themselves were formed, but appeared to be collapsed and vertical in shape. The space created by cell damage and tissue disorganization in galactose-induced cataracts was normalized by the HAT inhibitor.

To quantitatively evaluate lens opacity, we measured relative changes in opacity by calculating the difference in opacity (the mean luminance value of the equatorial part of the lens cortex) before and after vehicle or inhibitor treatment. Photographs of the samples used for quantification are shown in S2 Fig. Samples treated with vehicle or C646 exhibited comparable increases in opacity (Fig 2C). The opacity of CBP30-treated lenses increased slightly, although not as much as that of vehicle-treated lenses (Fig 2C). The opacity of CPTH2-treated lenses showed a decreasing trend, and the opacities of lenses treated with C646+CPTH2, CBP30+CPTH2, and TH1834 decreased markedly (Fig 2C). Although CPTH2 alone had a weak therapeutic effect on cataracts, co-treatment with either C646 or CBP30, both p300 inhibitors, strengthened the effect. Monotreatment with TH1834 was as effective as the co-treatment.

### Changes in gene expression levels upon cataract formation

We conducted microarray analysis to identify genes that show altered expression during cataract formation in control samples cultured without HAT inhibitors or galactose, and in lenses cultured in galactose (S2 Fig). 

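Total RNA of cultured rat lenses was measured on the GeneChip Rat Gene 2.0 ST array, on which sets of short probes read each transcript. The galactose experiment had 7 arrays, with 1 control sample, 3 galactose Day 4 samples and 3 galactose Day 6 samples in 30 mM galactose. By the sample labels the control was cultured for 4 days, so galactose Day 6 differed from it in culture time as well. The paper's text does not say whether the samples of a day came from different animals. The authors preprocessed the arrays in R, and the deposited table gave a log2 signal for each of 36685 probe sets. The background correction, normalization and summary of the probes are not named in the paper's text, and the values were used as deposited. Over the 6778 genes analysed, the median log2 signal was 5.71 in the control, 5.72 to 5.80 in the galactose Day 4 arrays and 5.62 to 5.76 in the galactose Day 6 arrays. A signal of 5, the study's minimum, was reached by 5121 genes in the control, by 5175 to 5420 genes in the Day 4 arrays and by 4989 to 5259 genes in the Day 6 arrays. Replicates of a day correlated at r = 0.948 to 0.978 across genes, which are not independent replicates. Replicate 1 of both days lay farther off, at a root mean square log2 difference of 0.429 to 0.453 from the other replicates of its day, against 0.296 on Day 4 and 0.313 on Day 6 between replicates 2 and 3. All 13 arrays of the series, the inhibitor arrays included, were fitted together in limma with 1 group per condition. Only the galactose groups had replicates, so the spread came from their 6 arrays with 4 residual degrees of freedom, and the lone control was assumed to vary like them. Genes were called at a two-sided, Benjamini-Hochberg adjusted p under 0.05. No call of signal above background was used, so a log2 signal under 5 need not be above it, a difference that reaches such a signal has no exact size, and such differences are not ranked. The number of arrays limits the precision of every value.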

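From galactose Day 4 to Day 6, immediate early genes, which cells switch on soon after a stimulus, had higher signals: 12 of 13 measured members had a positive difference, with a median log2 difference of 0.41 (adjusted p = 1.85e-10 from camera, and adjusted p = 0.228 with an estimated correlation). Egr1, a zinc finger transcription factor of this group, went from 6.47 ± 0.16 to 7.25 ± 0.22 (SD, n = 3 each), Ier2 from 4.49 ± 0.02 to 5.28 ± 0.37 and Fos from 5.99 ± 0.41 to 6.66 ± 0.27. All 14 measured actin cytoskeleton and contractile genes were also higher on Day 6, with a median of 0.26 (adjusted p = 9.08e-06 from camera, and adjusted p = 0.467 with an estimated correlation). Their mean signal differed by 0.32 between the days, by 0.17 without Day 4 replicate 1 and by 0.14 without Day 6 replicate 3. The mean signal of lens epithelium genes differed by 0.18 between the days, by -0.11 without Day 4 replicate 1 and by 0.45 without Day 6 replicate 1, where the actin genes differed by 0.48 and the glycolysis genes named next by 0.48. Among the actin genes Tagln, which encodes the actin-binding protein transgelin, went from 7.49 ± 0.49 to 8.28 ± 0.59 and Acta1, skeletal muscle actin, from 5.99 ± 0.69 to 6.92 ± 0.83. Genes of glycolysis and hypoxia were higher as a group, with 10 of 13 positive and a median of 0.34 (adjusted p = 0.00265 from camera, and adjusted p = 0.677 with an estimated correlation); without Day 4 replicate 1 the difference in their mean signal fell from 0.31 to 0.07 (adjusted p = 0.453 from camera) and without Day 6 replicate 3 to 0.13 (adjusted p = 0.107). Hk2, a hexokinase, differed by 0.94 (standard error 0.40). Genes of the interferon response were lower, with 6 of 6 negative and a median of -0.71 (adjusted p = 0.0276 from camera, and adjusted p = 0.677 with an estimated correlation), and so were genes of the integrated stress response, with 17 of 23 negative and a median of -0.16 (adjusted p = 0.0218 from camera, and adjusted p = 0.467 with an estimated correlation). The mean signal of the interferon list was 4.28, 5.05 and 6.01 on Day 4 and 4.35, 4.50 and 4.44 on Day 6, and the fall rests largely on Day 4 replicate 3, without which the difference of -0.68 became -0.23 (adjusted p = 0.792 from camera). The adjusted p of this list was also above 0.05 without any 1 of the Day 6 arrays (0.0502, 0.0502 and 0.0885), and that of the integrated stress response without Day 4 replicate 2 (0.239), Day 4 replicate 3 (0.175) or Day 6 replicate 2 (0.0523). No member of these lists passed the test over all genes; adjusted over the list alone, 7 immediate early genes were higher and 1 interferon response gene was lower. Of the 6778 genes, limma called 0, with 363 at an unadjusted p under 0.05, and a test that takes only each gene's own spread called 1 after adjustment. On simulated tables with 3 arrays against 3, the same fit recovered 89.5% of genes changed by a log2 of 1 and 99.8% of genes changed by a log2 of 2. The simulated tables held 200 changed genes, errors independent between genes and 1 spread for all arrays, while replicate 1 of both days lay farther off here. The 0 calls therefore do not exclude changes of that size: Mir22, at 1.02, and Hamp, at 0.95, were not called.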

There were no significant differences in gene expression profiles between samples cultured for 4 days versus 6 days, although the cloudiness of galactose Day 6 lenses was greater than that of galactose Day 4 lenses (Fig 3A and S2 Fig). Therefore, we analyzed the microarray data in more detail. 

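The genes that define lens cells passed the filter on signal. All 10 crystallin genes with a probe set of their own were kept, among them Cryba1 at 13.27 in the control and 13.27 ± 0.08 (SD, n = 3) on galactose Day 4, as were all 12 lens fibre cell genes, among them Mip, the water channel of fibre cells, at 11.51 in the control. Of 10 lens epithelium genes, 9 were kept, including Pax6, a transcription factor of eye development, at 7.70 in the control. None of 13 photoreceptor markers, 9 markers of the iris and ciliary pigment epithelium, 6 markers of vascular endothelium or 4 markers of corneal epithelium reached the minimum, nor did any of 3 red blood cell markers, while 3 of 13 macrophage and immune cell markers, 2 of 9 smooth muscle markers and 1 of 8 skeletal muscle markers did. In the table, 18511 probe sets carried 1 gene name, 575 carried several and 17599 carried none. These gave 18166 genes, and of the several probe sets of 291 genes the one with the highest mean signal was taken. A log2 signal of at least 5 in at least 1 of the 13 arrays kept 6778 genes and removed 11388.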

First, we deleted 13,580 out of 21,282 genes with signal values <5 on Day 4 and Day 6, leaving 7,702 genes. We then examined the relationship between genes showing significantly different expression (*P* < 0.1) between control and galactose-treated lenses (Day 4), and found that 656, 627, and 607 genes were increased or decreased in the three replicates. 

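On galactose Day 4, the monocarboxylate transporter gene Slc16a6 reached 8.32 ± 0.04 (SD, n = 3), above the control by a log2 difference of 5.22 (standard error 0.22, adjusted p = 1.52e-05). Arrdc3, an arrestin-family gene, rose from 5.02 to 9.07 ± 0.43, a difference of 4.06 (standard error 0.33, adjusted p = 0.000903), and Tmem140 by 5.23 (standard error 0.60, adjusted p = 0.00332). Atf3, a transcription factor of the stress response, rose by 3.12 (adjusted p = 0.00173) and Gdf15, a secreted cytokine, by 2.85 (adjusted p = 0.00328). Rbm3, which encodes a cold-inducible RNA-binding protein, rose by 3.02 (adjusted p = 0.000903), and Hmgb2, a chromatin protein, by 2.92 (adjusted p = 0.000903). Slc16a6, Tmem140, Atf3, Rbm3 and Hmgb2 lay under the study's minimum of 5 in the control. Of 8 measured genes of DNA replication, 4 rose and none fell (6 higher when adjusted over the list alone, adjusted p = 4.83e-05 from camera, and adjusted p = 0.158 with an estimated correlation), for example Mcm4, a helicase subunit, by 1.66 (adjusted p = 0.00651), and Pcna, the sliding clamp, by 1.30 (adjusted p = 0.0159). Of 9 tubulins and stathmins, which build and regulate microtubules, 3 rose (6 over the list alone, adjusted p = 0.00025 from camera, and adjusted p = 0.158 with an estimated correlation), with Tubb3 at 1.81 (adjusted p = 0.0038) and Stmn4 at 3.00 (adjusted p = 0.0158). Of 17 histone genes, 3 rose (4 over the list alone, adjusted p = 0.00974 from camera, and adjusted p = 0.553 with an estimated correlation), led by H3f3b at 2.56 (adjusted p = 0.000903). Of 7 inflammatory genes, 2 rose (3 over the list alone, adjusted p = 0.00778 from camera, and adjusted p = 0.477 with an estimated correlation), namely the transcription factor gene Stat3, from 6.10 to 8.05 ± 0.15 (adjusted p = 0.00433), and Zfp36 at 1.83 (adjusted p = 0.0484). Of 14 actin cytoskeleton and contractile genes, Csrp1 rose, by 1.58 (adjusted p = 0.0158) (4 higher over the list alone, adjusted p = 0.00627 from camera, and adjusted p = 0.545 with an estimated correlation), and of 17 genes of the endoplasmic reticulum chaperones and unfolded protein response, 2 rose, among them Hspa5, the chaperone BiP, by 1.49 (adjusted p = 0.028) (4 over the list alone, adjusted p = 0.0198 from camera, and adjusted p = 0.477 with an estimated correlation). By the study's own rule, which places a gene's difference from the control among the differences of all genes and so gives no replicate test, 588, 556 and 539 genes differed in Day 4 replicates 1, 2 and 3. 

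**Figure D1:**
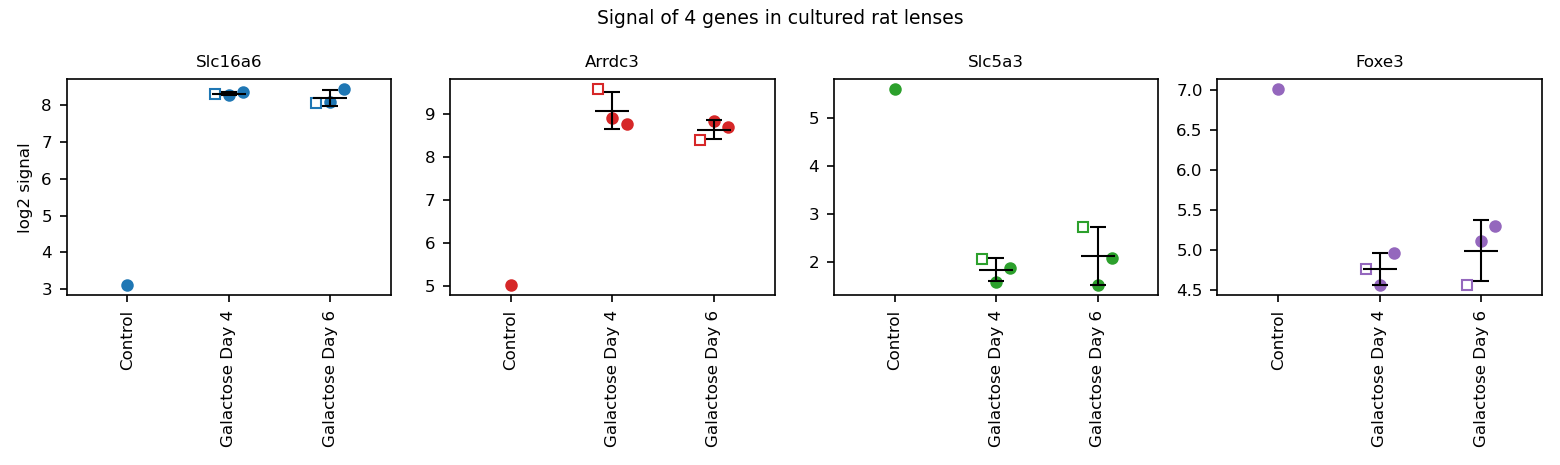
Log2 signal of Slc16a6, Arrdc3, Slc5a3 and Foxe3 (vertical axes) in the control (n = 1), galactose Day 4 (n = 3) and galactose Day 6 (n = 3). Open squares are replicate 1, filled circles the other arrays, and the bar is the mean ± SD; Slc16a6 and Arrdc3 lie above the control and Slc5a3 and Foxe3 below it in all 6 galactose arrays.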

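Genes for the uptake of osmolytes fell on galactose Day 4. Slc5a3, the myo-inositol transporter, was at 5.61 in the control and at 1.83 ± 0.25 (SD, n = 3) on Day 4, a log2 difference of -3.77 (standard error 0.41, adjusted p = 0.00316). Slc6a6, the taurine transporter, differed by -3.41 (standard error 0.35, adjusted p = 0.00283) and Slc38a2, a neutral amino acid transporter, by -2.05 (standard error 0.25, adjusted p = 0.00458). With Nfat5, the transcription factor of the response to osmotic stress, at -1.58 (adjusted p = 0.0477), they were the 4 of 8 measured genes of the polyol pathway, galactose metabolism and osmotic response that fell, and none rose (1 higher and 4 lower when adjusted over the list alone, adjusted p = 0.00627 from camera, and adjusted p = 0.42 with an estimated correlation). Cyp2b1, a cytochrome P450 gene, differed by -6.08 (standard error 0.28, adjusted p = 1.52e-05) and R3hdml by -4.65 (standard error 0.33, adjusted p = 0.000484), and Des, which encodes the intermediate filament protein desmin, fell by 2.59 on the log2 scale (adjusted p = 0.00152). With galactose, Slc5a3, Slc6a6, Nfat5, Cyp2b1, R3hdml and Des lay under the study's minimum of 5, so the sizes of these decreases are not exact. Of 9 lens epithelium genes, 4 fell (5 over the list alone, adjusted p = 2.91e-05 from camera, and adjusted p = 0.477 with an estimated correlation), among them Foxe3, a transcription factor of the lens epithelium, from 7.01 to 4.76 ± 0.20 (adjusted p = 0.0071), the growth factor receptor gene Pdgfra, by -2.36 (adjusted p = 0.005), and the water channel gene Aqp1, by -2.50 (adjusted p = 0.0101). These 9 genes were also lower in Day 4 replicate 1 than in replicates 2 and 3 of both days, by a median of -0.79. Among 11 heat shock proteins, the co-chaperone gene Dnajb1 fell, by -2.09 (adjusted p = 0.00391) (1 lower over the list alone, adjusted p = 0.0278 from camera, and adjusted p = 0.477 with an estimated correlation). In all, limma called 256 of 6778 genes, 158 higher and 98 lower. The study's rule took 244 genes in all 3 arrays, 128 higher and 116 lower; lists drawn independently would share 3.8 genes, and simulated arrays that share only the control gave a mean of 85.6 (68 to 108). All 3 arrays were compared with the same lone control array. The limma count was 83, 97, 139 and 138 without Day 4 replicate 2, Day 4 replicate 3, Day 6 replicate 2 and Day 6 replicate 3, and 662 without replicate 1 of both days, a setting chosen after seeing the data; the count in all arrays was 369 without Day 4 replicate 1. limma called 30 genes, 15 higher and 15 lower, with the spread taken from the Day 4 arrays alone, and 85 without the filter on signal.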

Using a Venn diagram, we identified 267 genes that were altered in all three galactose Day4 (Fig 3B and S1 Dataset). 

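Lens epithelium genes were lower in Day 4 replicate 1 than in Day 4 replicates 2 and 3. In this array 7 of the 9 measured members lay below all 4 galactose arrays of replicates 2 and 3, and their mean log2 signal was 5.50, against 6.28 and 6.46 in Day 4 replicates 2 and 3 and 5.75 in Day 6 replicate 1. The 12 lens fibre cell genes had a mean of 10.06 in replicate 1 and of 10.33 and 10.29 in the others, and the 10 crystallins one of 12.05 against 12.17 and 12.15. Of the genes that differed from the control by the study's rule, those that differed in 1 array only were 251 in Day 4 replicate 1 (42.7% of its genes), 133 in replicate 2 (23.9%) and 131 in replicate 3 (24.3%). Another 218 genes differed in 2 of the 3 arrays. The rule compares genes within 1 pair of arrays, so these shares carry no replicate error.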

About 25% of the genes in each replicate (279, 155, and 149 genes) significantly differed from the control in only one replicate. This could be due to inherent experimental error in the microarray analyses, or differences in cataract severity between replicates of the same days of incubation. We analyzed the galactose Day 6 samples in the same way as the Day 4 samples. We found significant differences (*P* < 0.1) in expression of genes between control and galactose-treated lenses (Day 6), identifying 644, 665, and 667 genes in the three replicates. 

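On galactose Day 6, 5 of 14 actin cytoskeleton and contractile genes were higher than in the control and none was lower (6 higher when adjusted over the list alone, adjusted p = 3.82e-05 from camera, and adjusted p = 0.512 with an estimated correlation). Csrp1, which encodes a protein that binds the actin cytoskeleton, differed by 1.87 (standard error 0.25, adjusted p = 0.00577), Tagln by 2.69 (standard error 0.46, adjusted p = 0.0166) and Actn1, an alpha-actinin, by 1.41 (adjusted p = 0.0279). The stress genes Atf3, at 7.19 ± 0.20 (SD, n = 3) against 3.82 in the control, and Hspb8, a small heat shock protein gene, at 6.55 ± 0.54 against 3.61, differed by 3.37 (adjusted p = 0.00119) and 2.94 (adjusted p = 0.0173). Of 13 immediate early genes, Plk3, a polo-like kinase gene, passed the test, at 2.77 (adjusted p = 0.00942) (7 higher over the list alone, adjusted p = 0.000803 from camera, and adjusted p = 0.328 with an estimated correlation). DNA replication genes (5 of 8 higher, 6 over the list alone, adjusted p = 3.82e-05 from camera, and adjusted p = 0.139 with an estimated correlation), tubulins and stathmins (4 of 9, 6 over the list alone, adjusted p = 0.00012 from camera, and adjusted p = 0.139 with an estimated correlation), histone genes (3 of 17, 6 over the list alone, adjusted p = 0.000545 from camera, and adjusted p = 0.512 with an estimated correlation) and inflammatory genes (2 of 7, 5 over the list alone, adjusted p = 0.000393 from camera, and adjusted p = 0.328 with an estimated correlation) were higher as on Day 4. Osmolyte transporters stayed low, with Slc5a3 at 2.11 ± 0.61 and Slc6a6 at 4.43 ± 0.40, in a list of which 4 of 8 fell (1 higher and 5 lower over the list alone, adjusted p = 0.000803 from camera, and adjusted p = 0.287 with an estimated correlation). Of 9 lens epithelium genes, 4 fell (5 over the list alone, adjusted p = 0.000393 from camera, and adjusted p = 0.512 with an estimated correlation); Foxe3 was at 4.99 ± 0.38 and Pdgfra differed by -2.33 (adjusted p = 0.00473), and the list was lower in Day 6 replicate 1 than in replicates 2 and 3 of both days, by a median of -0.49. Mobp, a myelin protein gene, and Mamdc2 were lower as well, at -2.98 (adjusted p = 0.00242) and -2.50 (adjusted p = 0.00119), with signals under 5. limma called 372 genes, 190 higher and 182 lower, and 205 of them were also called on Day 4, all in the same direction; 7.06 would be shared by chance between independent lists, and both lists use the same control. The study's rule took 247 genes in all 3 Day 6 arrays, 132 higher and 115 lower, against 3.9 for independent lists and a mean of 85.5 (66 to 108) in simulated arrays that share only the control. The limma count was 181, 188, 118 and 161 without Day 4 replicate 2, Day 4 replicate 3, Day 6 replicate 2 and Day 6 replicate 3, and 903 without replicate 1 of both days, a setting chosen after seeing the data; the count in all arrays was 383 without Day 6 replicate 1. limma called 65 genes with the spread taken from the Day 6 arrays alone, and 151 without the filter on signal.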

From the Venn diagram, we found that 288 genes were significantly altered in all galactose Day 6 samples (Fig 3C and S1 Dataset). Similar to the results of galactose Day 4, about 25% of the genes in each replicate (227, 159, and 166 genes) were significantly different in only one sample.

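As on Day 4, replicate 1 of Day 6 had the lowest signals of lens epithelium genes, with a mean log2 signal of 5.75 over the 9 measured members, against 6.57 and 6.49 in replicates 2 and 3. Its histone genes, at a mean of 7.28, lay between those of replicate 3 at 6.98 and replicate 2 at 7.63. The genes that differed from the control by the study's rule numbered 562, 567 and 566 in Day 6 replicates 1, 2 and 3. Those that differed in 1 of these arrays only were 213 (37.9%), 130 (22.9%) and 135 (23.9%). For the genes changed in a lone replicate, the paper proposes experimental error of the arrays or differences in cataract severity between lenses of the same day.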

**Fig 3:**
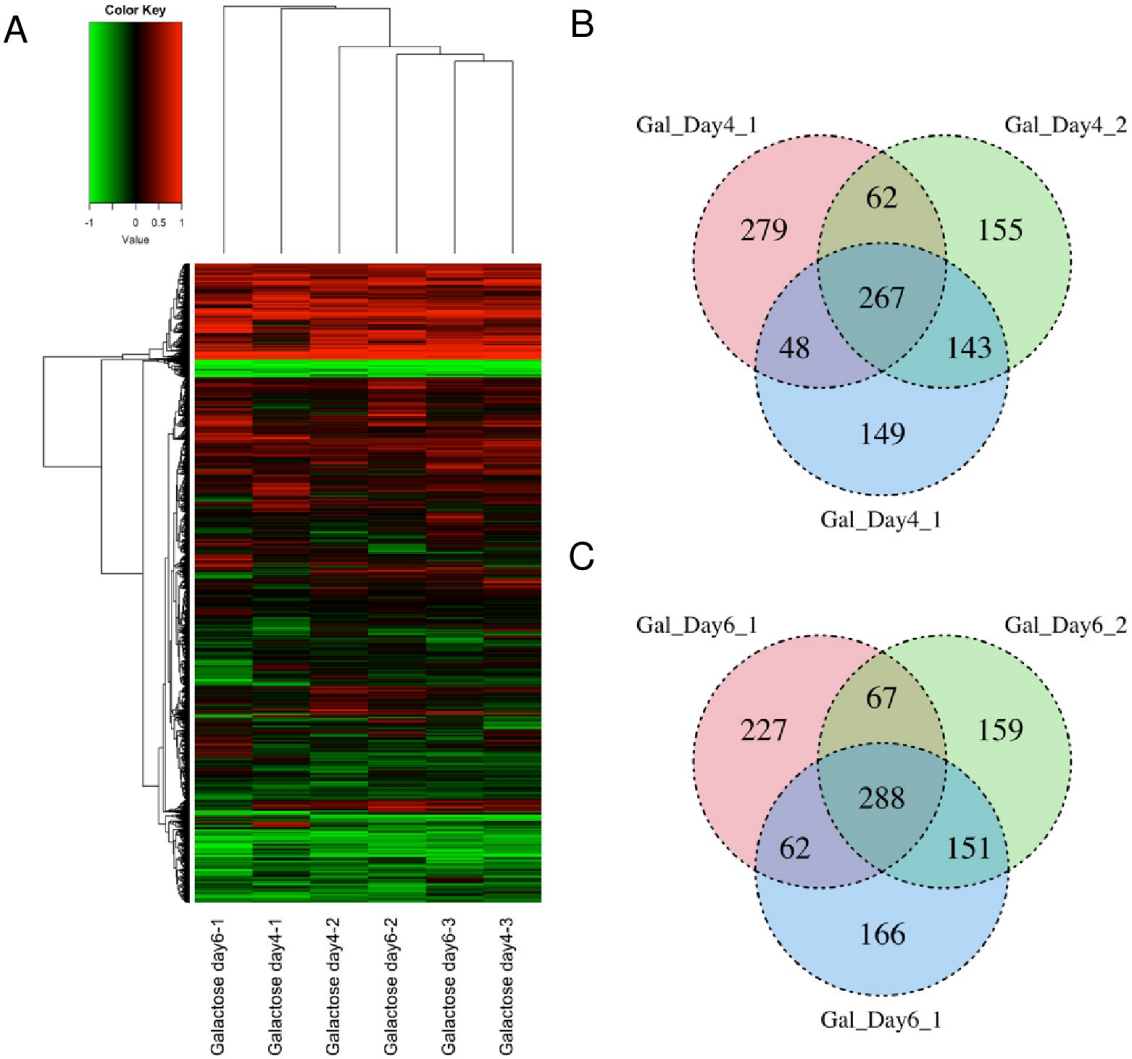
Genes whose expression differs significantly from that of control galactose Day 4 and 6 samples. (A) Heatmap showing gene expression changes between six galactose samples and the control sample. We show the value obtained by subtracting the signal value of the control sample from the signal value of each galactose sample, representing 21,282 differentially expressed genes. (B) Venn diagram showing the relationship among the three groups of genes showing differential expression (*P* < 0.1) between the control sample and each galactose Day 4 sample. (C) Venn diagram showing the relationship among the three groups of genes showing differential expression (*P* < 0.1) between the control sample and each galactose Day 6 sample.

Next, to detect genes with relatively small individual changes over time, we extracted genes with a mean signal value variation of >1.5-fold and a p-value <0.05 in control versus galactose Day 4, or galactose Day4 versus galactose Day 6 samples (S3 Table). 

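For most genes that galactose raised by Day 4, no further change to Day 6 passed the study's thresholds. Rbm3 was at 8.02 ± 0.08 (SD, n = 3) on Day 4 and 7.99 ± 0.31 on Day 6, Hmgb2 at 7.51 ± 0.09 and 7.45 ± 0.25, and Gdf15 at 8.56 ± 0.41 and 8.42 ± 0.18. Of the genes that the paper discusses, Stmn4, a regulator of microtubules, differed between the days by -0.33 (standard error 0.33), and Prtfdc1 by -0.36 (standard error 0.22), while Tagln lay higher on Day 6 by 0.79 (standard error 0.32), Acta1 by 0.92 (standard error 0.44) and Acta2 by 0.67 (standard error 0.44). With the study's thresholds, a change over 1.5-fold and an unadjusted p under 0.05 from limma, 773 genes were higher on Day 4 than in the control with no further change to Day 6 that passed, and 494 were lower with none that passed. A change that did not pass is not shown to be absent: Acta1 lay over 1.5-fold higher on Day 6 and missed the threshold on p. Another 5 genes were higher again on Day 6 and 15 were lower again. These p values are not adjusted for the number of genes.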

Most genes (933) were upregulated between control and galactose Day 4, but not between galactose Day 4 and galactose Day 6. Also, expression was upregulated maximally during initial white opacity (Day 4). One gene (*Hspa1b*) changed over time in accordance with cataract progression; specifically, its expression increased (-fold change >1.5) in galactose Day 4 relative to control, and increased further (*P* < 0.05, -fold change >1.5) in galactose Day 6 relative to galactose Day 4. 

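Hspa1b encodes an inducible chaperone of the HSP70 family. The probe set that the paper's tables name Hspa1b, for which the array's annotation gives 2 gene names, Hspa1b and Hspa1a, was higher on galactose Day 4 than in the control by a log2 difference of 0.77 (standard error 0.25) and higher again on Day 6 by 0.67 (standard error 0.18), with a mean under the study's minimum of 5 in all 3 groups. Among the 6778 genes kept from probe sets with 1 gene name, 5 followed the same course. These were Plk3, which differed from Day 4 to Day 6 by 0.84 (standard error 0.29), Tagln, by 0.79 (standard error 0.32), Hspb8, by 1.05 (standard error 0.36), Hnrnpm, a splicing factor, by 0.59 (standard error 0.18), and Magoh, a core protein of the exon junction complex, by 0.69 (standard error 0.26). Hnrnpm and Magoh were chosen after their values were seen. No gene passed the adjusted test between the days, and the 5 genes became 3 without Day 4 replicate 2 or 3, 9 without Day 6 replicate 1 and 1 without Day 6 replicate 2.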

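Tcp11l2 was higher on galactose Day 4 than in the control by a log2 difference of 1.54 (standard error 0.33) and lower on Day 6 than on Day 4, at -0.81 (standard error 0.24). Nrip2, which encodes a protein that interacts with nuclear receptors, differed by 1.95 (standard error 0.38) and then by -1.11 (standard error 0.27), and Gtpbp2, a GTP-binding protein gene, by 0.69 (standard error 0.27) and then by -0.85 (standard error 0.19). Rdh11, a retinol dehydrogenase gene, and Rcbtb2 took the same course, with -0.63 (standard error 0.16) and -0.62 (standard error 0.20) from Day 4 to Day 6. The gene that the paper lists as LOC100362572 is Mpv17l in the annotation and differed by 0.87 (standard error 0.29) and then -0.71 (standard error 0.21), with all means under the study's minimum of 5. LOC100911253, named only by the paper's tables, differed by 2.17 (standard error 0.38) and -0.97 (standard error 0.27). Bace1, the beta-secretase gene, lay higher on Day 4 by 0.60 (standard error 0.28), short of the study's threshold on p, and lower on Day 6 by -0.60 (standard error 0.20). With the study's thresholds and the unadjusted p of limma, 15 genes were higher on Day 4 and lower again on Day 6. There were 26, 24, 36 and 24 when Day 4 replicate 1, 2 or 3 or Day 6 replicate 3 was left out, and no fall from Day 4 to Day 6 passed the adjusted test.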

Nine genes (*Tcp11l2*, *Rdh11*, *Rcbtb2*, *Nrip2*, *LOC100911253*, *LOC100362572*, *Hist1h2bh*, *Gtpbp2*, and *Bace1*) were upregulated in galactose Day 4 relative to control, but downregulated from Day 4 to Day 6 (>1.5-fold decrease, *P* < 0.05). 

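Tgfb3, which encodes a transforming growth factor, differed by -0.23 (standard error 0.22) between galactose Day 4 and the control and lay higher on Day 6 than on Day 4 by 0.87 (standard error 0.15). Hamp, the gene of the iron hormone hepcidin, lay higher on Day 6 by 0.95 (standard error 0.18), Cd44, a hyaluronan receptor gene, by 0.90 (standard error 0.22) and Ier3, an immediate early gene, by 0.66 (standard error 0.19). Tprn differed from Day 4 to Day 6 by 1.02 (standard error 0.28), Sgpp1, a phosphatase gene of sphingosine 1-phosphate, by 0.79 (standard error 0.21), Rtn4, a reticulon gene, by 0.60 (standard error 0.15) and the microRNA gene Mir22 by 1.02 (standard error 0.22). The means of Hamp and Mir22 lay under the study's minimum of 5 on both days. With the same thresholds 28 genes that passed in neither direction on Day 4 were higher on Day 6 than on Day 4, and another 6 were lower on Day 4 and then higher. Among the 28 were also Egr1, Fos, Ier2 and Hk2. The 28 became 50 without Day 4 replicate 3 and 60 without Day 6 replicate 1, and none passed the adjusted test.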

Nine genes (*Tprn*, *Tgfb3*, *Sgpp1*, *Rtn4*, *Mir22 Ier3*, *Hamp*, *Egr1*, and *Cd44*) were expressed after the mid-cataract stage, with no increase in expression in control versus galactose Day 4, and increased expression from Day 4 to Day 6 (>1.5-fold increase, *P* < 0.05). These genes could serve as markers for progression and severity of diabetic cataracts.

### Identification of downstream factors regulated by HAT inhibitors

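The inhibitor experiment added 6 arrays, 1 per treatment, from lenses in 30 mM galactose whose labels give 6 days of culture. The treatments were 40 µM C646, 10 µM CBP30, 80 µM CPTH2, 50 µM TH1834, and the mixtures C646+CPTH2 and CBP30+CPTH2 at the same concentrations. The labels of the CBP30+CPTH2 array do not fully match: its source name gives both concentrations to CPTH2, and its title and the paper give 10 µM to CBP30, which was followed. The paper gives p300 as the target of C646, Gcn5 as that of CPTH2 and Tip60 as that of TH1834. The median log2 signal over the 6778 genes was 5.73 to 5.88 in these arrays, and 5158 to 5537 genes reached a signal of 5. The median over all genes lay above that of the galactose arrays by 0.137 with CPTH2 and by 0.110 with CBP30+CPTH2, and C646+CPTH2 lay below the mean of its single inhibitors by -0.104. Each treatment was compared in limma with the mean of the galactose Day 4 and Day 6 groups (6 arrays), and the lone treated array was assumed to vary like those groups. The Day 4 part of this reference differs from the treated lenses in culture time. For genes that were higher on galactose Day 6 than on Day 4 by the study's thresholds, such as Tfrc, Hamp and Ankrd1, time and treatment are not separated. No treatment has a replicate, so a difference between lenses counts as an effect of the inhibitor in every such comparison. By the paper's methods the inhibitors were dissolved in DMSO and added with fresh medium. Its microarray methods do not say whether the galactose samples received DMSO, so an effect of the vehicle is not separated from that of the inhibitor. The genes of histone acetyltransferases themselves did not pass in any treatment: of 10 measured, none was called, and the median log2 difference of the list was 0.09 with C646, 0.02 with CBP30, 0.19 with CPTH2, 0.28 with C646+CPTH2, 0.30 with CBP30+CPTH2 and 0.12 with TH1834. The study's own rule was also applied as S1 Dataset shows it. A gene counts where its difference between 2 arrays lies outside the central 90%, 95% or 99% of a normal curve fitted to the differences of all genes, its 3 thresholds. The rule compares genes and not replicates, so its counts carry no test. The same counts were taken with galactose arrays in place of the treated ones.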

To determine the criteria for extraction of genes affected by HAT inhibitors, we first extracted genes that were altered in galactose-treated lenses and reversed by HAT inhibitors at multiple thresholds (*P* < 0.1, *P* < 0.05, and *P* < 0.01); we then compared the number of genes. 

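Rrm2, a subunit of ribonucleotide reductase, was raised by galactose and lowered by an effective treatment in all 6 galactose arrays. It was at 5.42 ± 0.66 (SD, n = 6) with galactose and differed from it by -2.82 (standard error 0.52, adjusted p = 0.0395) with C646+CPTH2, by -2.46 (standard error 0.52, adjusted p = 0.0678) with CBP30+CPTH2 and by -1.58 (standard error 0.52, adjusted p = 0.246) with TH1834. Slc16a14, of the monocarboxylate transporter family, went from 5.51 ± 0.36 to 3.09 with TH1834, a log2 difference of -2.41 (standard error 0.34, adjusted p = 0.0488). A3galt2, a galactosyltransferase gene, went from 7.41 ± 0.27 to 6.04 with CBP30+CPTH2, a difference of -1.38 (standard error 0.22, adjusted p = 0.0491), and Hmgb2 was at 6.24 with TH1834, a difference of -1.24 (adjusted p = 0.0957). Over the 6 galactose arrays, the study's rule took 365 genes at its first threshold, 209 at the second and 88 at the third as raised by galactose and lowered by an effective treatment. With 3 other galactose arrays in place of the 3 treatments, the same rule took a mean of 379.5 genes (363 to 389), 212.1 genes (198 to 220) and 77.3 genes (69 to 84). The treatments thus took fewer genes than this mean at the first 2 thresholds and more than the highest count at the third. With a fixed 2-fold difference they also took more, with 284 genes against a mean of 217.7 (193 to 242).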

We extracted 421 genes with *P* < 0.1, 248 genes with *P* < 0.05, and 109 genes with *P* < 0.01 that were upregulated by galactose and downregulated by HAT inhibitors (S4 Table). 

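R3hdml was lowered by galactose in all 6 arrays and restored by TH1834. It was at 8.56 in the control, 4.15 ± 0.41 (SD, n = 6) with galactose and 8.98 with TH1834, a log2 difference from galactose of 4.83 (standard error 0.31, adjusted p = 0.000584). Cyp2b1, which galactose also lowered, lay under the study's minimum of 5 with galactose and with every treatment. Transporters of the osmotic response were also counted in all 6 arrays: Slc6a6 was at 4.23 ± 0.41 with galactose and 5.85 with TH1834, a difference of 1.62 (adjusted p = 0.141), and Slc38a2 at 6.39 ± 0.29 and 7.97, a difference of 1.59 (adjusted p = 0.0612). At the same 3 thresholds, 364, 193 and 70 genes were lowered by galactose and raised by an effective treatment. With galactose arrays in place of the treatments, the mean was 438.7 (421 to 455), 240.3 (228 to 250) and 83.4 (74 to 87). With a fixed 2-fold difference there were 351 genes against a mean of 245.5 (216 to 273).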

We also extracted 412 genes with *P* < 0.1, 221 genes with *P* < 0.05, and 77 genes with *P* < 0.01 that were downregulated by galactose and restored by HAT inhibitor treatment (S4 Table). 

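With TH1834, Efr3a, a membrane scaffold gene, differed from galactose by a log2 difference of 1.88 (standard error 0.24, adjusted p = 0.0299) and H2az2l1, which is named after the histone variant H2A.Z, by 2.72 (standard error 0.31, adjusted p = 0.0175). Sprr1a, a gene of the cornified envelope of epithelia, was at 5.57 with TH1834 and at 3.38 ± 0.25 (SD, n = 6) with galactose. Against the galactose median, the differences with TH1834 had an SD of 0.414 over genes, and the threshold of the study's rule lay at a 1.51-fold decrease. All 78 genes that the rule took as raised by galactose and lowered by TH1834 were therefore lowered by at least 1.51-fold. The smallest decrease taken was 1.33-fold with C646, 1.36-fold with CPTH2, 1.60-fold with CBP30, 1.61-fold with CBP30+CPTH2 and 1.81-fold with C646+CPTH2. A difference over 1.5-fold in either direction was reached by 912 genes with TH1834, and by 181 to 838 genes when a galactose array was compared with the median of the other 5.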

When we restricted the results to *P* < 0.1, even TH1834 (which showed only a small variation in expression compared with galactose treatment) showed more than a 1.5-fold variation in expression level, suggesting that it may be possible to extract genes affected by HAT inhibitors using these criteria. Therefore, in this analysis, 833 candidate genes with *P* < 0.1 were extracted (S2 and S3 Datasets).

Genes upregulated by galactose and downregulated by HAT inhibitors in the three replicates for galactose Day 4 and Day 6 were plotted in a Venn diagram (Fig 4A). A total of 278 genes were extracted from Day 4 samples and 296 genes were extracted from Day 6 samples. The total number of genes extracted from Day 4 and Day 6 samples was 421, whereas 153 genes were extracted from both Day 4 and Day 6 samples (Fig 4A). 

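Some genes were extracted from both days. Stmn4, Tagln and Arrdc3 were extracted from all 3 arrays of each day, Acta1 from 2 Day 4 and 3 Day 6 arrays, and Prtfdc1 from 3 Day 4 arrays and 1 Day 6 array. Tpm4, a tropomyosin gene, was extracted from 3 Day 6 arrays and from no Day 4 array. Emd, the emerin gene, was extracted from 1 and 2. In total 240 genes were raised by galactose and lowered by an effective treatment in the Day 4 arrays and 255 in the Day 6 arrays, and 130 in both. Independent lists would share 9.0 genes. Simulated arrays that share only the control and the treatments gave a mean of 138.3 genes on both days (105 to 163). They hold no galactose effect, unlike the real arrays.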

Next, genes downregulated by galactose and restored by HAT inhibitor on Day 4 and Day 6 were plotted on a Venn diagram (Fig 4B). A total of 269 genes were extracted from Day 4 samples, and 274 genes were extracted from Day 6 samples. 

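Slc6a6 and Slc38a2 were lowered by galactose and raised by an effective treatment in all 3 arrays of each day, Slc5a3 in 3 Day 4 and 2 Day 6 arrays, and Foxe3 in 3 and 1. Dnajb1 was extracted from 2 Day 4 and 3 Day 6 arrays, and Htra3, a serine protease gene, from 2 and 2. The rule took 240 genes from the Day 4 arrays and 242 from the Day 6 arrays, of which 118 were taken on both days. Independent lists would share 8.6, and simulated arrays that share only the control and the treatments shared a mean of 134.5 (108 to 162). Here too the simulated arrays hold no galactose effect.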

The total number of genes extracted from Day 4 and Day 6 samples was 412, with 131 genes extracted from both Day 4 and Day 6 samples (Fig 4B). 

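The genes extracted from all 6 galactose arrays included tubulin and histone genes. On the side of genes raised by galactose and lowered by an effective treatment, these were 22 genes, among them Tubb2a and Tubb3, the histone genes H2ac25 and Hist2h2be, the transcription factor gene Stat3 and the stress gene Gadd45g. Tubb2a was at 7.91 ± 0.17 (SD, n = 6) with galactose and at 6.29 with CBP30+CPTH2, a log2 difference of -1.62 (standard error 0.23, adjusted p = 0.0455). On the other side 13 genes were lowered by galactose and raised by an effective treatment in all 6, among them Lpl, the lipoprotein lipase gene, Inhba, an activin subunit gene, and Slc7a11, the cystine transporter gene, at 4.21 ± 0.38 with galactose and 5.63 with C646+CPTH2, a difference of 1.42 (adjusted p = 0.0947). Gadd45g, H2ac25, Lpl and Inhba were chosen after these counts were seen. With simulated arrays that hold no galactose effect and no treatment effect, a mean of 1.3 genes was extracted from all 6 arrays in either direction. With galactose arrays in place of the treatments this count is 0 by construction.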

The number of genes extracted from at least one of the galactose samples increased by 421 and decreased by 412 (“union” row at *P* < 0.1; S4 Table), and the number of genes commonly extracted from all galactose samples increased by 25 and decreased by 14 (“intersection” row at *P* < 0.1; S4 Table). 

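Hist2h2be, at 6.04 ± 0.42 (SD, n = 6) with galactose and 3.43 with C646+CPTH2, and Tubb3, at 6.01 ± 0.12 and 4.80 with CBP30+CPTH2, were raised and then lowered in all 6 galactose arrays. Dnajb1, lowered by galactose and raised by an effective treatment, was extracted from 5 of the 6. Of the genes raised by galactose and lowered by an effective treatment, 35.6% were extracted on both days, against 32.4% of those lowered and then raised. At least 3 galactose arrays gave 109 and 69 genes in these directions, where galactose arrays in place of the treatments gave a mean of 54.8 (41 to 67) and 56.2 (47 to 69). No galactose array lies below a gene's lowest one, so these arrays give fewer genes in several arrays by construction. The difference between the directions was not tested.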

Genes upregulated by galactose and downregulated by HAT inhibitors overlapped more than genes that were downregulated by galactose and upregulated by HAT inhibitors.

**Fig 4:**
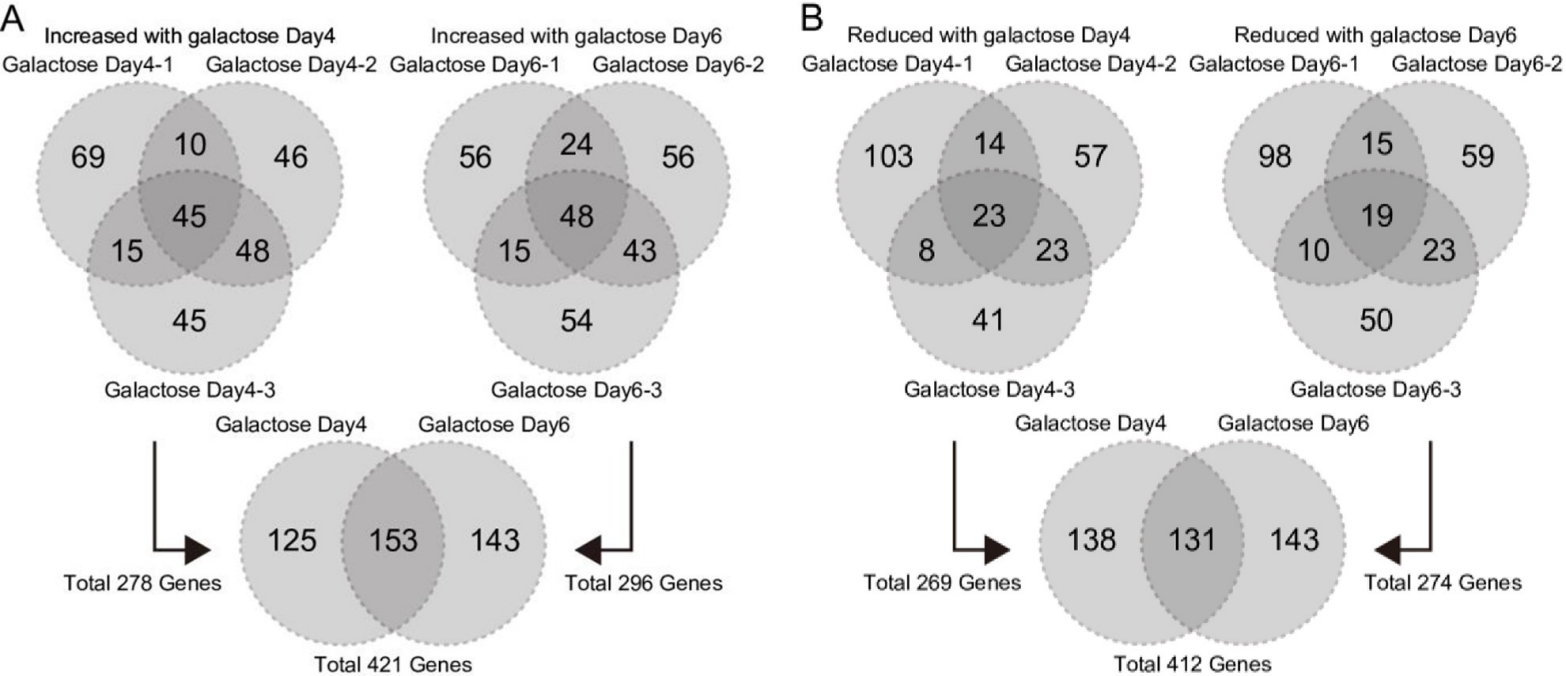
Microarray analysis identified genes whose expression is altered by galactose. (A) Venn diagram of genes upregulated in galactose samples and downregulated in any of the HAT inhibitor-treated samples. The upper two figures show the relationship between genes upregulated in galactose samples and downregulated (*P* < 0.1) in any of the HAT inhibitor-treated samples. The upper left figure is based on three samples cultured in galactose-containing medium for 4 days, and the upper right figure is based on three samples cultured in galactose-containing medium for 6 days. The lower figure shows the relationship between 278 genes showing altered expression in Day 4 samples and 296 genes showing altered expression in Day 6 samples. (B) Venn diagram of genes downregulated by galactose and upregulated by treatment with any HAT inhibitor. The upper two figures show the relationship between genes downregulated by galactose and upregulated by treatment with any HAT inhibitor (*P* < 0.1). The upper left figure is based on three samples cultured in galactose-containing medium for 4 days, and the upper right figure is based on three samples cultured in galactose-containing medium for 6 days. The lower figure shows the relationship between 269 genes showing altered expression in the Day 4 samples, and 274 genes showing altered expression in the Day 6 samples.

Next, cluster analysis was performed on the 421 genes upregulated by galactose and downregulated by HAT inhibitors (S3A Fig). 

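The control was set apart from all cultures with galactose by genes such as Cyp2b1, at 7.04 in the control and under the study's minimum of 5 in all treated lenses, and Htra3, at 7.41 and at most at 5.01. Slc16a6, which was lowest in the control, was at 6.00 to 8.77 in the treated lenses. Over the 397 genes of S2 Dataset that were measured, the root mean square log2 difference between the control and the galactose arrays was 1.292 on average, and over all 6778 genes it was 0.629. The galactose arrays differed from each other by 0.68 and 0.399 on average. In a tree built on these distances the control joined last, at 1.242 over the S2 genes and at 0.65 over all genes. The S2 genes were chosen by the study for their difference from this control.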

For this analysis, the control was placed at the farthest position. The galactose group and the galactose + HAT inhibitor groups were classified into different clusters, but the galactose group and the galactose + monotreatment group were partially mixed and clustered. Within the galactose group, five samples were clustered close together, and only Day 4 replicate 1 was located slightly farther away. 

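Day 4 replicate 1 differed from the other galactose arrays by 0.81 on average over the S2 genes (root mean square log2 difference), and the other 5 differed by 0.632 to 0.664. Of the lens epithelium genes, Pax6 lay lower in this array and Foxe3 did not. Foxe3 was at 4.76 and Pax6 at 6.83, where Day 4 replicates 2 and 3 had 4.56 and 4.97 for Foxe3 and 7.61 and 7.61 for Pax6. Over all 6778 genes, both arrays of replicate 1 lay farthest from the other galactose arrays, at 0.459 for Day 4 and 0.445 for Day 6 on average against 0.362 to 0.381 for the other 4. These distances carry no test.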

Next, PCA analysis was performed (S3B Fig). As in the cluster analysis, the control was distributed farthest from the other groups. 

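Slc5a3 and R3hdml, which galactose lowered, were at 5.61 and 8.56 in the control and at 1.97 ± 0.44 and 4.15 ± 0.41 (SD, n = 6) in the galactose arrays. In the principal components of the S2 genes, the control had a value of 20.16 on the first component, which held 34.0% of the variance, and the other 12 arrays lay between -6.89 and 7.03. TH1834 was the nearest of them to the control on this component and CPTH2 the farthest. Over all genes the first component held 24.6% of the variance, with the control at 38.32, TH1834 at 8.24 and C646+CPTH2 at -26.16.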

The galactose group, the HAT inhibitor group showing a cataract treatment effect, and the monotherapy group without any treatment effect were distributed axially or clustered, respectively, but the galactose group and the monotherapy group, and the treatment group and the monotherapy group, were partially mixed. 

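Arrdc3 and Rbm3, which galactose had raised, stayed above the control in the effective treatments. Arrdc3 was at 7.79 with C646+CPTH2, 8.61 with CBP30+CPTH2 and 7.53 with TH1834, against 8.85 ± 0.39 (SD, n = 6) with galactose and 5.02 in the control, and Rbm3 at 7.56, 7.16 and 7.02 against 8.00 ± 0.20 and 5.00. Other raised genes did not: with CBP30+CPTH2, Tagln was at 4.81 against 5.59 in the control, and Rrm2, Acta1 and Mki67 lay under the study's minimum of 5, as they did in the control. The effective treatments lay at a root mean square log2 difference of 0.892 from the galactose arrays and 1.12 from the control over the S2 genes, and at 0.534 and 0.683 over all genes. TH1834 was the nearest of the 3 to the control, at 0.941 and 0.552.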

The treatment group was located closer to the galactose group than to the control. 

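Antioxidant genes had a mean log2 signal of 7.40 with C646+CPTH2 and 7.19 with C646 alone, against 6.27 to 6.61 in the galactose arrays. Nqo1, a quinone reductase gene, was at 9.24 with C646+CPTH2, 5.61 ± 0.41 (SD, n = 6) with galactose and 3.65 in the control, and Gsta1, a glutathione transferase gene, at 6.73, 2.45 ± 0.53 and 2.66. Lens epithelium genes were low in this array, with a mean log2 signal of 4.83 over 9 genes against 7.38 in the control. Over all genes its root mean square log2 difference from the control was 0.801, the largest among the 12 arrays with galactose, with CPTH2 next at 0.705. Over the S2 genes CPTH2 had the largest difference from the control, at 1.425, and C646+CPTH2, the farthest of the effective treatments, one of 1.378.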

C646+CPTH2 was located the farthest from the control. 

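CPTH2 alone raised Sprr1a from the galactose level to 6.11, a log2 difference of 2.73 (standard error 0.22, adjusted p = 0.00474), and Ankrd1, a gene of a cardiac ankyrin repeat protein, by 3.42 (standard error 0.47, adjusted p = 0.0472). CBP30 alone raised Brd2, which encodes a bromodomain protein, by 2.06 (standard error 0.27, adjusted p = 0.0462), and lowered Tagln, by -2.90 (standard error 0.43, adjusted p = 0.049), and Cd48, an immune cell surface gene, by -3.28 (standard error 0.44, adjusted p = 0.0462). With C646, antioxidant genes lay higher, with 16 of 17 positive and a median of 0.54 (adjusted p = 1.99e-08 from camera, and adjusted p = 0.192 with an estimated correlation), and histone genes lower, with 17 of 17 negative and a median of -0.54 (adjusted p = 1.48e-10 from camera, and adjusted p = 0.419 with an estimated correlation). With CPTH2, genes of the endoplasmic reticulum chaperones and unfolded protein response lay higher, with 17 of 17 positive and a median of 0.63 (adjusted p = 2.46e-05 from camera, and adjusted p = 0.284 with an estimated correlation), as did cholesterol synthesis genes, with 14 of 14 and 0.59 (adjusted p = 0.00044 from camera, and adjusted p = 0.483 with an estimated correlation), while histone genes lay lower, at a median of -0.63 (adjusted p = 5.98e-10 from camera, and adjusted p = 0.483 with an estimated correlation). With CBP30, cytosolic ribosomal protein genes lay lower, with a median of -0.43 over 93 genes (adjusted p = 2.55e-12 from camera, and adjusted p = 0.466 with an estimated correlation), as did actin cytoskeleton and contractile genes, at -0.59 (adjusted p = 0.000275 from camera, and adjusted p = 0.548 with an estimated correlation), and DNA replication genes, at -0.57 (adjusted p = 0.000275 from camera, and adjusted p = 0.182 with an estimated correlation). No member of these lists passed the test over all genes apart from Tagln. When adjusted over the list alone, 6 antioxidant genes were higher and 1 was lower with C646, 9 unfolded protein response genes and 7 cholesterol genes were higher with CPTH2, and 3 DNA replication genes, 1 ribosomal protein gene and 1 actin gene were lower with CBP30. The single inhibitors lay at a root mean square log2 difference of 0.718 from the galactose arrays over the S2 genes and of 0.453 over all genes, with C646 nearest, at 0.66 and 0.389, where the galactose arrays differed from each other by 0.68 and 0.399. limma called 0 genes with C646 (253 at an unadjusted p under 0.05, and 3 without replicate 1 of both days, a setting chosen after seeing the data), 12 with CBP30 (9 higher, 3 lower) and 8 with CPTH2 (all higher). The CBP30 count was 0 without Day 4 replicate 2 or 3 or any Day 6 array, and the CPTH2 count was 1, 3, 5, 3 and 2 without Day 4 replicates 2 and 3 and Day 6 replicates 1, 2 and 3; of the CBP30 genes 75.0% were higher, and 64.3% after median centring. The CPTH2 count was 2 after quantile normalization and 2 after median centring, and without the filter on signal limma called 0 genes with CBP30 and 1 with CPTH2; against galactose Day 6 alone these counts were 0 and 2, and against Day 4 alone the CBP30 count was 0.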

The positions of the galactose group and the single agents with no therapeutic effect were very close.

We next determined which genes were altered by HAT inhibitors (TH1834, C646+CPTH2, or CBP30+CPTH2) that had therapeutic effects. Genes upregulated by galactose (three samples of galactose Day 4 and three samples of galactose Day 6) and downregulated by HAT inhibitors were classified according to the number of galactose cultured samples from which they were commonly extracted and shown as a bar graph (S4A Fig). As the number of common samples increased by 1, the number of extracted genes increased about 2-fold, suggesting that, as mentioned above, there were individual differences among the galactose cultured samples, and that different genes were extracted from each replicate. 

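Hmgb2 and Rbm3 were extracted from all 6 arrays, Tmem140 from 5 and Mki67, a marker of proliferating cells, from 5. Tmem140 was at 9.01 ± 0.82 (SD, n = 6) with galactose and at 7.36 with CBP30+CPTH2. Aurkb, a mitotic kinase gene, was extracted from 4 arrays. Of the genes raised by galactose and lowered by an effective treatment, 190 were extracted from exactly 1 galactose array, 66 from 2, 39 from 3, 28 from 4, 20 from 5 and 22 from 6. With galactose arrays in place of the treatments, at least 2 arrays gave a mean of 128.9 genes (111 to 139), against 175 with the treatments, and at least 4 arrays gave 24.2 (15 to 33), against 70. Galactose arrays give fewer such genes by construction, since none lies below a gene's lowest galactose array.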

As an alternative approach, we calculated the median signal value for each gene in the six galactose samples and used that signal value to similarly extract genes that were upregulated by galactose and downregulated by HAT inhibitors compared with controls. The results showed that the genes commonly extracted from the three galactose samples were similar to the genes extracted after the median was determined (S4B Fig). Therefore, we extracted 135 genes using the median value as the criterion, and proceeded with further analyses. 

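Tmem171, Csrp1 and Tuba1c were among the genes raised in the median of the 6 galactose arrays and lowered by an effective treatment. The median of Csrp1 lay above the control by 1.73 and that of Tuba1c, a tubulin gene, by 1.68, and Csrp1 lay below the galactose median by -1.06 with CBP30+CPTH2 and Tuba1c by -1.53 with TH1834. Most of the 113 genes taken with the median were also among the 109 extracted from at least 3 single galactose arrays.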

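By the study's rule, 267 genes were raised in the galactose median. Slc20a1, a phosphate transporter gene, was raised by 1.95 and lowered by -1.69 with TH1834, Zfp36, which encodes a protein that destabilizes inflammatory mRNAs, by 2.18 and by -1.20 with CBP30+CPTH2, and Aurkb by 1.20 and by -1.00 with C646+CPTH2. C646+CPTH2 lowered 30 of the raised genes, CBP30+CPTH2 60 and TH1834 78, which made 113 genes in all. The single inhibitors lowered 36 (C646), 43 (CBP30) and 28 (CPTH2). When a galactose array took the place of the treatment and the median came from the other 5, the rule took 20 to 45 genes, with a mean of 30.0. With 3 galactose arrays in place of the 3 effective treatments it took a mean of 80.5 genes (63 to 108). Simulated tables without a difference between groups gave a mean of 100.6 genes (78 to 120) in all, and at most 56, 56 and 59 for the 3 effective treatments. These tables hold no galactose effect, so their raised genes are spread alone and their counts do not decide on a treatment effect. With a fixed 2-fold difference, the 3 treatments lowered 21, 31 and 23 genes and a galactose array in their place 1 to 17.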

To further refine candidate genes, we focused on samples that had no effect in monotherapy (C646, CPTH2, CBP30) but alleviated cataracts in combination treatment (C646+CPTH2, CBP30+CPTH2). 

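C646+CPTH2 raised antioxidant genes above the galactose level: Gsta1 differed by a log2 difference of 4.29 (standard error 0.44, adjusted p = 0.00356) and Nqo1 by 3.63 (standard error 0.37, adjusted p = 0.00356), and with Srxn1, a sulfiredoxin gene, and Txnrd1, a thioredoxin reductase gene, 4 of 17 measured members were higher and none was lower (7 higher and 1 lower when adjusted over the list alone, adjusted p = 1.38e-05 from camera, and adjusted p = 0.281 with an estimated correlation). Sprr1a, at 3.91 (standard error 0.22, adjusted p = 0.000208), Etv5, a transcription factor gene of growth factor signalling, at 7.11 against 4.02 ± 0.24 with galactose (adjusted p = 0.00257), and Gdf15, at 2.87 (standard error 0.29, adjusted p = 0.00356), were also higher. Gsta1, Sprr1a and Etv5 lay under the study's minimum of 5 with galactose. Of 11 heat shock proteins, Hsph1, a chaperone of the HSP110 family, rose, by 2.67 (adjusted p = 0.00265) (2 higher and 1 lower over the list alone, adjusted p = 0.00449 from camera, and adjusted p = 0.281 with an estimated correlation). Txnip, which encodes the thioredoxin-interacting protein, fell from 9.59 ± 0.54 (SD, n = 6) to 6.44 (adjusted p = 0.0211), and the chemokine gene Ccl2 differed by -2.82 (adjusted p = 0.0211). Of 17 histone genes, 2 fell, Hist2h2be by -2.60 (adjusted p = 0.0131) and H4c14 by -1.44 (adjusted p = 0.0375) (12 lower over the list alone, adjusted p = 1.32e-09 from camera, and adjusted p = 0.281 with an estimated correlation). Of 9 lens epithelium genes, Sox2 fell, by -1.90 (adjusted p = 0.0225) (6 lower over the list alone, adjusted p = 2.25e-05 from camera, and adjusted p = 0.341 with an estimated correlation), and all 9 lay below the mean of the galactose arrays of replicates 2 and 3, by a median of -1.46. Of 14 actin cytoskeleton and contractile genes, Tagln2 fell, by -2.13 (adjusted p = 0.0191) (2 lower over the list alone, adjusted p = 0.00437 from camera, and adjusted p = 0.35 with an estimated correlation). limma called 90 genes, 69 higher and 21 lower; without replicate 1 of both days it called 279 higher and 320 lower, so which direction prevails depends on these arrays. Of the 90, 6 were also called with CPTH2, 10 with CBP30+CPTH2, 1 with CBP30 and none with C646, all in the same direction, where independent lists would share 0.08, 0.35 and 0.1. All these comparisons use the same galactose arrays, and the overlap that this alone gives was not measured. Simulated tables without a change shared 0, which is near certain where no gene is changed. Against the mean of C646 and CPTH2, Hsph1 alone was called, at 2.67 (standard error 0.27, adjusted p = 0.0232), and 639 genes had an unadjusted p under 0.05. In that test actin genes lay lower, at a median of -0.71 (3 lower over the list alone, adjusted p = 7.36e-05 from camera, and adjusted p = 0.42 with an estimated correlation), lens epithelium genes lower, at -1.02 (7 over the list alone, adjusted p = 7.36e-05 from camera, and adjusted p = 0.42 with an estimated correlation), and antioxidant genes higher, at 0.10 (3 over the list alone, adjusted p = 7.36e-05 from camera, and adjusted p = 0.42 with an estimated correlation). By the study's rule, 30 genes raised in the galactose median were lowered, and 11 were left without those lowered by C646 or CPTH2. The limma count was 192, 36, 38, 45 and 38 without Day 4 replicates 1, 2 and 3 and Day 6 replicates 2 and 3, 32 without the filter on signal, 58 against galactose Day 6 alone, and 599 without replicate 1 of both days, a setting chosen after seeing the data; against the single inhibitors it was 7 without Day 4 replicate 1, 0 without any other galactose array or without the filter, 2 after either scaling, and 59 without replicate 1 of both days.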

Of the 43 genes that were altered in the C646+CPTH2 group, which showed a therapeutic effect, 15 genes were extracted by eliminating genes that were altered in the C646 and CPTH2 monotherapy groups, which showed no therapeutic effect (S5A Fig). Similarly, of the 71 genes extracted from the CBP30+CPTH2 group, 36 were finally extracted after excluding the genes that were also altered by monotherapy (S5B Fig). 

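CBP30+CPTH2 lowered the actin-binding protein genes Tagln, by a log2 difference of -3.07 (standard error 0.43, adjusted p = 0.0455), and Tagln2, by -2.23 (standard error 0.31, adjusted p = 0.0455). They were the 2 of 14 actin cytoskeleton and contractile genes called, all 14 lay below galactose, and none rose (5 lower when adjusted over the list alone, adjusted p = 3.22e-07 from camera, and adjusted p = 0.364 with an estimated correlation). Of 9 tubulins and stathmins, 2 fell (1 higher and 5 lower over the list alone, adjusted p = 3.47e-05 from camera, and adjusted p = 0.226 with an estimated correlation), among them Tubb3 by -1.21 (adjusted p = 0.0491). Of 17 histone genes, H4c14 fell, by -1.59 (adjusted p = 0.0491) (2 over the list alone, adjusted p = 5.28e-05 from camera, and adjusted p = 0.427 with an estimated correlation), and of 93 cytosolic ribosomal protein genes, Rps15 fell, by -1.29 (adjusted p = 0.0492), with a list median of -0.39 (3 over the list alone, adjusted p = 1.63e-13 from camera, and adjusted p = 0.364 with an estimated correlation). Inflammatory genes lay lower without a call over all genes, at a median of -1.16 (4 over the list alone, adjusted p = 0.000174 from camera, and adjusted p = 0.364 with an estimated correlation). Tfrc, the transferrin receptor gene, rose by 2.77 (standard error 0.40, adjusted p = 0.0462), Brd2 by 2.75 (standard error 0.27, adjusted p = 0.0215), Hamp by 1.99 (standard error 0.23, adjusted p = 0.0301), Odc1, the first enzyme of polyamine synthesis, by 1.73 (adjusted p = 0.0301) and Ddx5, an RNA helicase gene, by 1.43 (adjusted p = 0.0491). Pclaf, which encodes a partner of PCNA, fell by 1.57 on the log2 scale (adjusted p = 0.0491). limma called 46 genes, 30 higher and 16 lower, of which 65.2% were higher; after median centring 35.1% of 37 called genes were higher, and after quantile normalization 14 of 24. Of the 46, 5 were also called with CBP30 and 2 with CPTH2, all in the same direction, where independent lists would share 0.05 and 0.04. The galactose arrays are the same, and the overlap that this alone gives was not measured. The 0 shared in simulated tables without a change is near certain there. Against the mean of CBP30 and CPTH2, limma called 0 genes, with 638 at an unadjusted p under 0.05. In that test actin genes lay lower, at a median of -0.45 (4 lower over the list alone, adjusted p = 2.09e-05 from camera, and adjusted p = 0.882 with an estimated correlation), inflammatory genes lower, at -0.79 (2 over the list alone, adjusted p = 0.000297 from camera, and adjusted p = 0.654 with an estimated correlation), and tubulins lower, at -0.57 (2 over the list alone, adjusted p = 0.00296 from camera, and adjusted p = 0.531 with an estimated correlation). By the study's rule, 60 genes raised in the galactose median were lowered, and 33 were left without those lowered by CBP30 or CPTH2. Tfrc and Hamp were also higher on galactose Day 6 than on Day 4, Hamp by 0.95. Their rise with CBP30+CPTH2 is therefore not separated from culture time, as the reference includes Day 4 arrays. The limma count was 103 without Day 4 replicate 1, 0 without Day 4 replicate 2 or 3 or Day 6 replicate 3, 7 and 2 without Day 6 replicates 1 and 2, and 559 without replicate 1 of both days, a setting chosen after seeing the data; against galactose Day 6 alone and without the filter on signal it was 0, and against Day 4 alone it was 7.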

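TH1834 lowered the monocarboxylate transporter gene Slc16a6, which galactose had raised, by a log2 difference of -2.26 (standard error 0.21, adjusted p = 0.00626), and Tinagl1, a gene of a basement membrane protein, by -2.31 (standard error 0.29, adjusted p = 0.0299). Sprr1a rose, by 2.19 (standard error 0.22, adjusted p = 0.0101). Actin cytoskeleton and contractile genes lay lower, with 11 of 14 negative and a median of -0.64 (adjusted p = 1.01e-05 from camera, and adjusted p = 0.488 with an estimated correlation); Csrp1 differed by -0.96 (adjusted p = 0.182) and Myh9, a non-muscle myosin gene, by -1.32 (adjusted p = 0.248). Tubulins and stathmins lay lower, at a median of -0.56 (adjusted p = 0.000161 from camera, and adjusted p = 0.292 with an estimated correlation), as did DNA replication genes, at -0.45 (adjusted p = 0.00306 from camera, and adjusted p = 0.307 with an estimated correlation), and histone genes, at -0.47 (adjusted p = 0.000193 from camera, and adjusted p = 0.517 with an estimated correlation). Osmotic response genes lay higher, with 7 of 8 positive and a median of 0.79 (adjusted p = 0.015 from camera, and adjusted p = 0.455 with an estimated correlation; adjusted p = 0.0561 from camera without replicate 1 of both days), and Nfat5 differed by 0.97 (adjusted p = 0.262). Lens epithelium genes lay higher than in the galactose arrays, with 9 of 9 positive and a median of 0.58 (adjusted p = 0.0153 from camera, and adjusted p = 0.574 with an estimated correlation; adjusted p = 0.0639 from camera without Day 4 replicate 1, and 0.063 without replicate 1 of both days, in which these genes were low); Foxe3 differed by 0.99 (adjusted p = 0.208). No member of these lists passed over all genes. When adjusted over the list alone, 2 actin genes, 3 tubulins and stathmins and 3 DNA replication genes were lower, 5 osmotic response genes were higher and 1 was lower, and 3 lens epithelium genes were higher. limma called 8 genes, 5 higher and 3 lower, or 62.5% higher, against 45.5% after median centring. By the study's rule, 24 genes raised in the galactose median were lowered more than 2-fold. The limma count was 15, 4, 2 and 4 without Day 4 replicates 1, 2 and 3 and Day 6 replicate 3, 4 against galactose Day 6 alone, 3 without the filter on signal, and 26 without replicate 1 of both days, a setting chosen after seeing the data.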

For extraction of TH1834 samples, 34 genes were extracted by eliminating genes with <2-fold variation because it was not possible to eliminate genes that varied with a single ineffective drug (S5C Fig). 

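By the study's rule, Stmn4, Tgfb1i1, Tgif1 and Zfp36 were left for both mixtures, Slc16a14, Ethe1 and Tmco4 for CBP30+CPTH2 and TH1834, and Tagln for C646+CPTH2 and TH1834. A3galt2 was left for all 3 treatments, at -1.15, -1.37 and -1.39 below the galactose median with C646+CPTH2, CBP30+CPTH2 and TH1834. Tgif1, a repressor of transforming growth factor signalling, lay at -1.02 with C646+CPTH2 and -1.01 with CBP30+CPTH2. In all, 58 genes were left, and they held all 56 of the 70 genes of S4 Dataset that the annotation names and the filter kept. Of these 56 genes, 38 were lower than the galactose median with C646+CPTH2 (median log2 difference -0.30), 52 with CBP30+CPTH2 (-0.93) and 51 with TH1834 (-0.84), and 33 were lower with C646 (-0.10), 42 with CBP30 (-0.31) and 22 with CPTH2 (0.19). The study chose these genes on these arrays, so their direction is not independent evidence.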

In total, 70 candidate genes were extracted from the treatment group (S5D Fig and S4 Dataset).

### Genes whose expression is altered by cataract therapy

To confirm the results of microarray analysis, we examined the expression levels of extracted genes by real-time qRT-PCR. Among the genes for which we were able to design primers, 52 showed increased expression in the galactose group relative to the control group (Fig 5). Nineteen genes were downregulated in galactose samples treated with C646+CPTH2 compared with galactose alone. Among these, 16 downregulated by C646 monotherapy (*A3galt2*, *Arrdc3*, *Cd81*, *H3f3b*, *Hebp2*, *Icam1*, *LOC100362827*, *Mcm5*, *Mdk*, *Myh9*, *Prtfdc1*, *Tagln*, *Tgfb1i1*, *Thbs1*, *Tpm4*, and *Vcl*) and eight downregulated by CPTH2 monotherapy (*Acta2*, *Arrdc3*, *Cd81*, *H3f3b*, *Hebp2*, *Mdk*, *Tgfb1i1*, and *Tpm4*) were eliminated (Fig 5). Genes that were decreased by only C646+CPTH2 treatment were *Acta1*, a cytoskeletal protein belonging to the actin family [41], and *Stmn4*, a member of the statin family that plays a role in microtubule depolymerization, which integrates signaling pathways related to cell proliferation and differentiation [42, 43] (Fig 6A).

**Fig 5:**
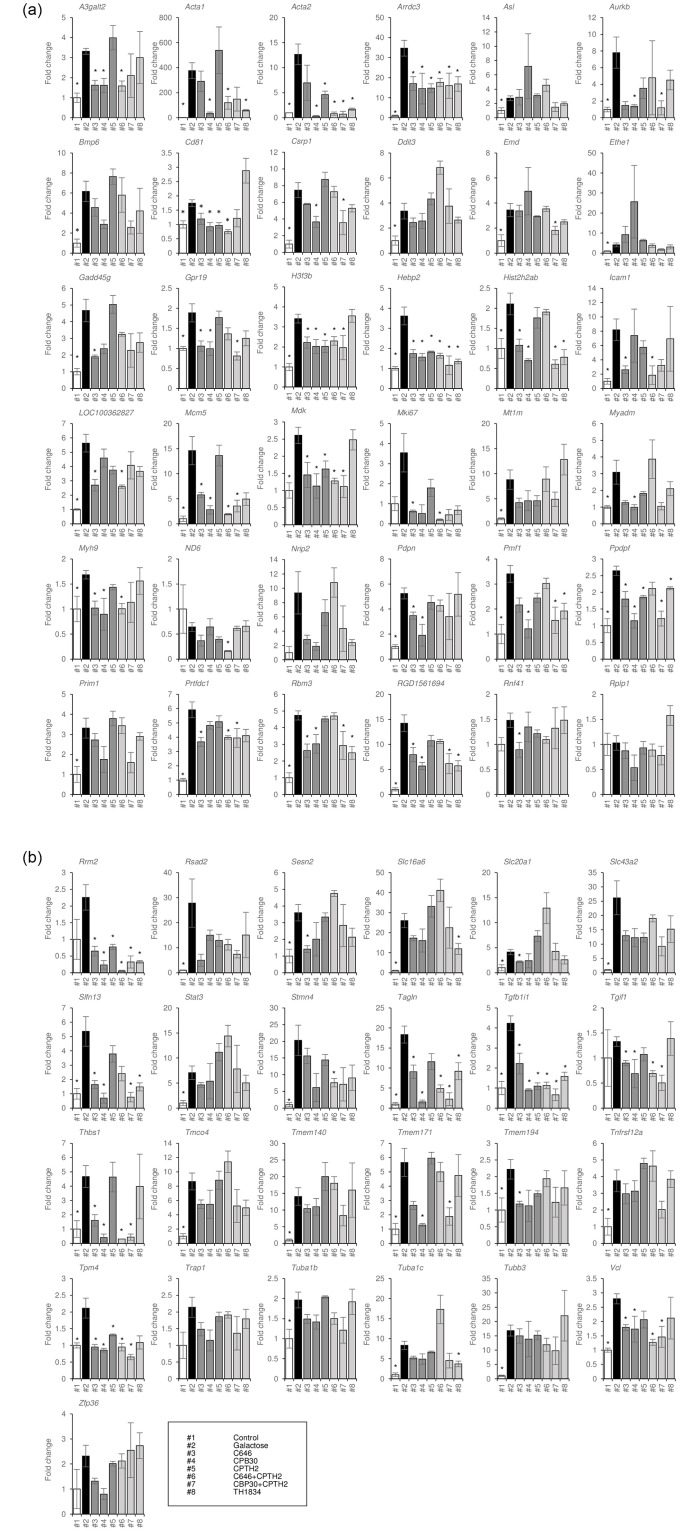
Real-time qRT-PCR results showing genes upregulated by galactose and downregulated by treatment with any HAT inhibitor. We measured expression levels of 61 genes out of 70 genes (shown in S5D Fig) for which we were able to make primers and perform real-time qRT-PCR. mRNA levels were normalized against *Gapd*h expression. Data are expressed as the mean ± SE. *P < 0.05 versus galactose. #1 control, #2 galactose, #3 C646, #4 CBP30, #5 CPTH2, #6 C646+CPTH2, #7 CBP30+CPTH2, and #8 TH1834.

**Fig 6:**
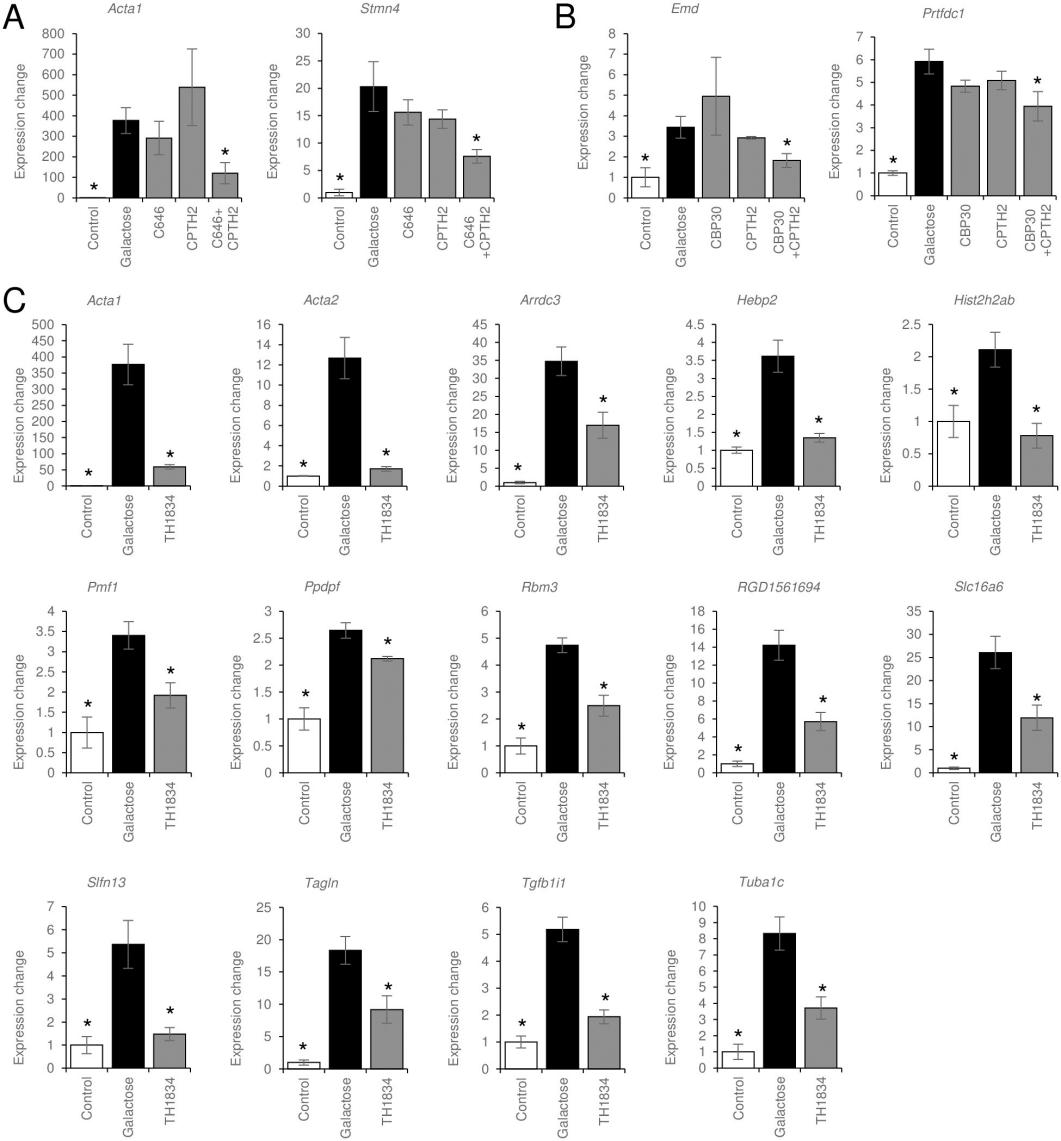
Real-time qRT-PCR of genes showing significant changes in expression in any treated sample compared with galactose alone. (A) Real-time qRT-PCR results for two out of 70 genes extracted by microarray analysis that showed significant differences in both the control and C646+CPTH2 groups compared with the galactose-only group, but no significant differences in either the C646 monotherapy or CPTH2 monotherapy groups compared with the galactose-only group. For *Acta1*, the expression level in the control sample was very low; therefore, the difference between the control and galactose-only samples may have been overestimated. (B) Real-time qRT-PCR results for two genes that showed significant differences in expression in the control and CBP30+CPTH2 groups compared with the galactose-only group, but no significant differences in either the CBP30 monotherapy or CPTH2 monotherapy groups compared with the galactose-only group. (C) Real-time qRT-PCR results for 14 genes that showed significant differences in the control and TH1834 groups compared with the galactose-only group. Target gene mRNA levels are normalized to those of *Gapdh* mRNA. Data are expressed as the mean ± SE. *P < 0.05, relative to galactose.

Among the genes whose expression was increased by galactose, 23 were downregulated in the CBP30+CPTH2 group relative to galactose alone (Fig 5). Among them, 21 that were also decreased by CBP30 monotherapy (*Acta2*, *Arrdc3*, *Aurkb*, *Csrp1*, *Gpr19*, *H3f3b*, *Hebp2*, *Hist2h2ab*, *Mcm5*, *Mdk*, *Pmf1*, *Ppdpf*, *Rbm3*, *RGD1561694*, *Slfn13*, *Tagln*, *Tgfb1i1*, *Thbs1*, *Tmem171*, *Tpm4*, and *Vcl*) and eight that were also decreased by CPTH2 monotherapy (*Acta2*, *Arrdc3*, *H3f3b*, *Hebp2*, *Mdk*, *Ppdpf*, *Tgfb1i1*, and *Tpm4*) were eliminated (Fig 5). Genes that were decreased by only CBP30+CPTH2 treatment were nuclear membrane proteins, including *Emd*, which regulates gene expression through the regulation of nuclear and cytoskeletal actin polymerization [44], and *Prtfdc1*, which inhibits cell proliferation in tumor cells [45] (Fig 6B).

Among the genes upregulated by galactose, 14 were decreased in the TH1834 group relative to galactose alone (*Acta1*, *Acta2*, *Arrdc3*, *Hebp2*, *Hist2h2ab*, *Pmf1*, *Ppdpf*, *Rbm3*, *RGD1561694*, *Slc16a6*, *Slfn13*, *Tagln*, *Tgfb1i1*, and *Tuba1c*) (Fig 6C). These genes included *Arrdc3* [46] and *Tagln* [47], which are involved in cell proliferation and apoptosis, and *Acta2* [48] and *Tgfb1i1* [49], which are involved in the epithelial-mesenchymal transition (EMT). These genes were downregulated not only in the TH1834 group, but also in the C646+CPTH2 and CBP30+CPTH2 groups, and were rescued by both drug combinations in all treated samples. We eliminated genes that were altered by ineffective monotherapies, but the combined action of these genes could still be involved in the mechanism underlying the effects of these drugs on cataracts.

## Discussion

Osmotic stress induced by a high glucose environment, apoptosis of LECs, and abnormal cell proliferation contribute to formation of diabetic cataracts [6, 7, 9, 11]. To better understand the mechanisms underlying cataract development and to prevent or treat cataracts, the effects of various drugs on cataracts have been evaluated. However, the mechanism underlying diabetic cataract development remains incompletely understood, and effective preventive and therapeutic drugs have not yet been developed.

Histone acetyltransferase (HAT) reversibly changes the conformation of histones through acetylation, thereby activating expression of previously silenced genes. By contrast, histone deacetylases repress gene expression. In the present study, we found that TH1834, which targets the HAT Tip60, was effective against galactose-induced cataract formation *ex vivo* and reduced opacity in most of the cortical equatorial region (Fig 1D). CPTH2, a Gcn5 inhibitor, had a weak therapeutic effect on cataracts, and decreased opacity slightly (Figs 1D and 2C and S1 Fig). Our prior study identified cataract-preventive effects of 16 differently targeted HAT inhibitors, suggesting that each inhibits cataract formation via several different pathways [15]. Therefore, we tested the possibility of reversing cataract formation by combined treatment with inhibitors targeting distinct HATs, and found that the combination of C646 and CPTH2 (a CBP/p300 inhibitor and a Gcn5 inhibitor) had a therapeutic effect (Fig 2A and 2C and S1 Fig). The combination of CBP30, which targets CBP/p300, and CPTH2 also had a therapeutic effect (Fig 2A and 2C and S2 Fig). It is possible that the weak therapeutic effect of CPTH2 was augmented by C646 and CBP30, resulting in a significant therapeutic effect. When sections of the lens were prepared and stained with H&E, vacuoles were observed in the cortical equatorial region in the galactose-only group, and the tissue was greatly disorganized, whereas few vacuoles were observed in treated samples. In addition, treated samples exhibited traces of crushed vacuoles, and nucleus-containing cells were present in the equatorial transition zone (Fig 2B). This suggests that the thinning of the ring-shaped opacity reflects normalization of the collapsed cortical fibers. Punctate structures remained in the sample treated with TH1834, but this may be part of the crushed blanks. Cortical opacities with a punctate and zonal shape are a characteristic morphological feature of galactose-induced cataracts (Fig 1D). Meydani et al. reported a representative cataract grading system [40]. In short, a cataractous lens shows small subcapsular and/or outer cortical vacuoles. Cortical vacuoles progress toward the inner cortex, and then large opaque areas are seen against a transparent background.

In the present study, we investigated genes whose expression is altered by cataract treatment. To do this, we performed a comprehensive analysis of gene expression levels using microarray analysis. First, to identify genes related to cataract formation, we compared expression changes in non-cataractous lenses (control), early cataracts (lenses cultured in galactose for 4 days), and post-cataracts (lenses cultured in galactose for 6 days). Most of the 933 genes were upregulated maximally after 4 days of incubation, and no change in expression was observed after Day 4 (S3 Table). However, *Hsa1b* expression increased on Day 4 and further increased on Day 6 (S3 Table). *Hsa1b* is a member of the HSP70 family of molecular chaperones that protect cells from the stress of misfolded proteins [50]. Because endoplasmic reticulum stress occurs in diabetic cataract, this gene could have been induced by the stress caused by galactose treatment [51]. In addition, expression of nine genes increased only at the early cataract stage, and that of nine genes increased only at the late cataract stage. These are putative marker genes for progression of diabetic cataract, and further investigation of their role is warranted.

To investigate genes involved in cataract treatment, we extracted 421 genes that were upregulated by galactose and decreased by treatment with any of the HAT inhibitors (S2 Dataset), and 412 genes that were decreased by galactose and increased by HAT inhibitors (S3 Dataset). These genes could potentially be involved in cataract treatment. To further select likely regulatory genes, we eliminated genes that were upregulated by galactose, decreased in the therapeutically effective HAT treatment groups, and similarly decreased by single HAT inhibitors without therapeutic effects. Because the mechanisms of action of C646+CPTH2 and CBP30+CPTH2 are not necessarily identical, we eliminated genes whose expression was altered by each single agent alone. Thus, 70 candidate genes were finally extracted (S5 Fig). Validation of this gene set by RT-qPCR revealed that expression of *Stmn4* and *Acta1* was altered predominantly in the C646+CPTH2 group; that of *Emd* and *Prtfdc1* was altered predominantly in the CBP30+CPTH2 group; and that of *Acta1*, *Acta2*, *Arrdc3*, *Hebp2*, *Hist2h2ab*, *Pmf1*, *Ppdpf*, *Rbm3*, *RGD1561694*, *Slc16a6*, *Slfn13*, *Tagln*, *Tgfb1i1*, and *Tuba1*c was altered predominantly in the TH1834 group.

Arrestin domain-containing 3 (*Arrdc3*) encodes a member of the arrestin family of proteins involved in regulation of G protein signal transduction [52]. Arrdc3 has been well-studied in breast cancer, and it inhibits proliferation of human breast cancer cells [46]. Furthermore, ARRDC3 overexpression increases apoptosis in breast cancer cells, whereas inhibition significantly inhibits apoptosis [53]. In addition, ARRDC3 is epigenetically regulated in breast cancer cells. Deacetylation of histones by class 3 HDACs results in ARRDC3 silencing [54]. 

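Arrdc3 lay above the control in both galactose groups and in every treatment. Its log2 signal was 8.61 with C646, 8.68 with CBP30 and 8.07 with CPTH2. Relative to galactose it differed by -1.33 (standard error 0.31, adjusted p = 0.158) with TH1834, by -1.06 (standard error 0.31, adjusted p = 0.135) with C646+CPTH2 and by -0.25 (standard error 0.31, adjusted p = 0.699) with CBP30+CPTH2, and none of these differences passed the test. On galactose Day 6 it was above the control by 3.62 (standard error 0.33, adjusted p = 0.00119). Each treatment is 1 array, and the decrease that the paper reports for Arrdc3 was measured by RT-qPCR, which was not analysed here.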

The function of ARRDC3 in the lens is unknown, but it is significantly upregulated by galactose, and its expression was reduced by HAT inhibitor-mediated histone deacetylation. Tagln is involved in cell proliferation and apoptosis, and its overexpression in colorectal cancer cells inhibits cell proliferation and increases apoptosis [47]. Because apoptosis and dysregulation of cell proliferation are involved in diabetic cataract [9, 11], targeting genes that activate cell proliferation and suppress apoptosis could be an important cataract treatment; however, further studies are needed to clarify these relationships.

EMT is an abnormal morphological transcriptional programming of LECs that results in acquisition of invasive potential and resistance to apoptosis, and abnormal activation of cell proliferation [55]. EMT is involved in the pathogenesis of diabetic cataract [56]. *Acta2* (also known as α-SMA) is an actin protein and well-known marker of mesenchymal cells induced by EMT [48]. Under high glucose conditions, α-SMA is upregulated in LECs, thereby inducing EMT [57]. LEC EMT has been studied in detail in posterior cataracts after cataract surgery, revealing that expression of α-SMA is induced by TGFβ signaling in this context [58]. TGFβ-induced cataract in LECs can be prevented by HDAC inhibitors [59], which is contrary to the results of our study that HAT inhibitors can treat cataracts. However, histone acetylation in the *Acta2* promoter region is increased by TGFβ-induced EMT in cultured human lens cells, while histone acetylation is suppressed by HDAC inhibitors [60]. This suggests that HDAC inhibition regulates α-SMA through a specific factor rather than directly, and that the use of HAT inhibitors in our study could have suppressed α-SMA expression through a different pathway. 

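Of the transforming growth factor genes, Tgfb1 was at 7.13 in the control, 7.09 ± 0.05 (SD, n = 3) on galactose Day 4 and 6.90 ± 0.09 on Day 6, and Tgfb2 at 6.57, 6.80 ± 0.03 and 6.96 ± 0.29. Tgfb3 was at 4.79, 4.57 ± 0.17 and 5.44 ± 0.08. Against the control, none passed limma's test on Day 4 or Day 6: the Day 6 differences were -0.22 (adjusted p = 0.551) for Tgfb1, 0.39 (adjusted p = 0.385) for Tgfb2 and 0.64 (adjusted p = 0.119) for Tgfb3. Tgfb1i1, which encodes a focal adhesion protein induced by transforming growth factor, differed by 0.83 (standard error 0.44, adjusted p = 0.316) on Day 4 and 1.12 (standard error 0.44, adjusted p = 0.164) on Day 6. Acta2, smooth muscle actin, which the annotation does not name and the paper's tables do, was at 4.85 in the control, 6.54 ± 0.70 (SD, n = 3) on Day 4 and 7.21 ± 0.83 on Day 6.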

Although our microarray results did not reveal increased expression of TGFβ (-1, -2, -3), which induces α-SMA expression, high expression of TGFb1I1 induces EMT in some cell types [49]. The role of EMT in cortical cataracts is unknown, but galactose increased expression of EMT factors, which was then suppressed by HAT inhibitors. These results suggest that normal proliferation of normal lens epithelial cells, which is regulated by a balance between survival and cell death, could be important for the treatment of cataracts. 

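As a group, the 11 measured genes of TGF-beta signalling and EMT did not pass the test against the control, with a median log2 difference of -0.23 on galactose Day 4 (adjusted p = 0.074 from camera) and -0.17 on Day 6 (adjusted p = 0.698), and none of them was called. This list does not hold Acta2 and Tgfb1i1, the genes that the paper links to EMT, so it does not test the paper's statement. On Day 4 Acta2 lay above the control by 1.69 and Tgfb1i1 by 0.83. Cd44 was at 4.76 in the control, 4.25 ± 0.38 (SD, n = 3) on Day 4 and 5.15 ± 0.22 on Day 6. With C646+CPTH2 the group lay below galactose, at a median of -0.45 (adjusted p = 0.0301 from camera, and adjusted p = 0.341 with an estimated correlation), with no member called and 0 lower when adjusted over the list alone; Tgfb2 differed by -0.81 (adjusted p = 0.132) and Col4a1, a basement membrane collagen gene, by -0.97 (adjusted p = 0.289). The median was -0.20 with CBP30+CPTH2 (adjusted p = 0.221 from camera) and 0.17 with TH1834 (adjusted p = 0.694).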

For this extraction method, the final extracted genes were not common to all three cataract treatment samples. However, *Arrdc3*, *Tagln*, *Acta2*, and *Tgfb1i1* were downregulated not only in the TH1834 group but also in the C646+CPTH2 and CBP30+CPTH2 groups, suggesting that the combined action of these genes could be involved in the mechanism underlying cataract treatment effects.

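Tagln was at 7.88 ± 0.65 (SD, n = 6) with galactose, 6.80 with C646+CPTH2, 4.81 with CBP30+CPTH2 and 6.75 with TH1834, and among these the CBP30+CPTH2 difference passed the test. Acta2 was at 6.87 ± 0.78 with galactose and at 5.43, 4.87 and 5.47, and Tgfb1i1 at 4.67 ± 0.49 and 3.78, 3.92 and 4.55. The single inhibitors gave 7.82 (C646), 5.29 (CBP30) and 7.62 (CPTH2) for Acta2, and 5.18, 4.03 and 4.48 for Tgfb1i1. Tgfb1i1 differed from galactose by -0.88 (adjusted p = 0.315) with C646+CPTH2, -0.75 (adjusted p = 0.321) with CBP30+CPTH2 and -0.12 (adjusted p = 0.938) with TH1834. On the arrays the direction with TH1834 is not settled: the difference was 0.00 without Day 4 replicate 2, 0.008 without Day 6 replicate 3 and 0.027 against galactose Day 4 alone. By RT-qPCR, the paper lists Tgfb1i1 among the genes that were significantly lower with TH1834. From a decrease of these genes and Arrdc3 by RT-qPCR in all 3 effective treatments, the paper proposes that their combined action could take part in the effect on cataracts. The RT-qPCR was not analysed here, and the values above come from 1 array per treatment.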

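On average over each class, all 14 measured actin cytoskeleton and contractile genes were lower in the effective treatments (C646+CPTH2, CBP30+CPTH2 and TH1834) than in the single inhibitors C646, CBP30 and CPTH2, with a median log2 difference of -0.54 (adjusted p = 9.43e-08 from camera, and adjusted p = 0.409 with an estimated correlation). Their mean signal was 6.31, 5.95 and 6.25 in the effective treatments and 7.09, 6.23 and 7.19 with C646, CBP30 and CPTH2, so CBP30 lay within the range of the effective treatments and the difference rests on C646 and CPTH2. The paper counts CPTH2 among the single agents without effect but also gives it a weak effect alone, so the classes are not a clean split by effect. Csrp1 differed by -0.74 (standard error 0.27), Tagln2 by -1.04 (standard error 0.40) and Myl9, a myosin light chain gene, by -1.01 (standard error 0.40). Tubulins and stathmins were lower at a median of -0.41 (adjusted p = 0.000977 from camera, and adjusted p = 0.135 with an estimated correlation), with Tubb3 at -0.83 and Stmn4 at -1.09, and inflammatory genes at -0.58 (adjusted p = 0.027 from camera, and adjusted p = 0.526 with an estimated correlation; adjusted p = 0.0553 from camera without replicate 1 of both galactose days), with Zfp36 at -1.09. The classes overlapped here too: tubulins and stathmins had a mean of 7.28 with CBP30 and 7.35 with C646+CPTH2, and inflammatory genes were highest with TH1834, at 6.80. The study chose Acta1, Csrp1, Tagln, Tgfb1i1, Tpm4 and Vcl of the actin list on these same arrays for a decrease with an effective treatment. Stmn4, Tubb3 and Tuba1c of the tubulin list and Icam1, Stat3 and Zfp36 of the inflammatory list were chosen alike. The tests of these lists are therefore not independent of that choice. Genes of DNA replication differed by a median of -0.18 (adjusted p = 0.13 from camera), genes of mitosis by -0.64 (adjusted p = 0.213) and histone genes by -0.21 (adjusted p = 0.127). Lens epithelium genes differed by -0.08 (adjusted p = 0.661) and had their lowest mean among the 6 treatments with C646+CPTH2. No single gene was called by limma (285 at an unadjusted p under 0.05); adjusted over the list alone, 3 tubulins and stathmins were lower and no actin or inflammatory gene passed. The fit took each class as 3 replicates and had 8 residual degrees of freedom. 

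**Figure D2:**
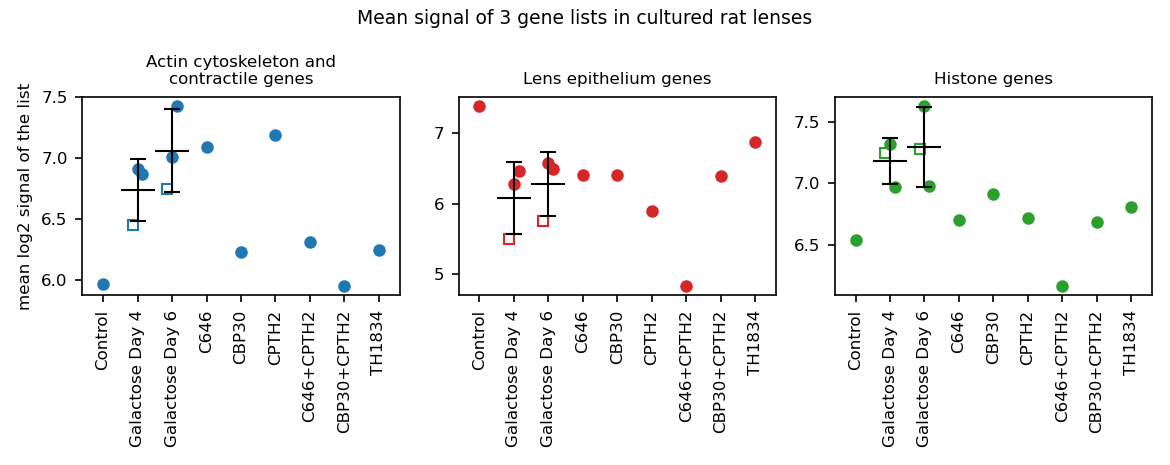
Mean log2 signal (vertical axes) of actin cytoskeleton and contractile genes, lens epithelium genes and histone genes in the control, galactose Day 4, galactose Day 6 and the 6 treatments. Open squares are replicate 1 of the galactose groups, filled circles the other arrays, and the bars are mean ± SD of 3 arrays; the actin genes are at 6.31, 5.95 and 6.25 with C646+CPTH2, CBP30+CPTH2 and TH1834, and at 7.09, 6.23 and 7.19 with C646, CBP30 and CPTH2.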

In conclusion, we demonstrated that HAT inhibitors treat cataracts by altering expression of target genes primarily related to cell proliferation and differentiation. We suggest that HAT inhibitors and their downstream factors represent a new putative approach to treating diabetic cataracts. This study was limited to investigating HAT regulation of gene expression levels, and further investigation of changes in the functional status of lens cells, such as apoptosis levels and cell proliferative capacity, will be needed to further elucidate the mechanism underlying cataract treatment.

## Supporting information

S1 Fig Effect of HAT inhibitors on the galactose-induced cataracts used in this study. The upper part of the photograph shows an image taken before addition of the inhibitor, and the lower part shows an image taken after addition of the inhibitor. In the photograph, “q” on the left denotes the sample used for qRT-PCR, and “M” denotes the sample used for microarray analysis.
(PDF)

S2 Fig Photograph of galactose-treated samples used for microarray analysis. The top three photographs show galactose samples from Day 4, and the bottom three photographs show galactose samples from Day 6.
(PDF)

S3 Fig Microarray analysis identified genes whose expression is altered by HAT inhibitors. Microarray analysis was performed on 6 samples: lenses cultured with HAT inhibitors (C646, CBP30, CPTH2, C646+CPTH2, CBP30+CPTH2, TH1834) after cataract induction with galactose (n = 1 for each HAT inhibitor and HAT inhibitor combination). (A) Heatmap of genes downregulated in HAT inhibitor-treated samples. The red to green gradient indicates the weight of the signal, with higher values in red and lower values in green. (B) PCA plots of 421 genes (shown in Fig 3A) upregulated in galactose samples and downregulated in any of the HAT inhibitor-treated samples. The closer samples are to one another on the plot, the higher the expression profile homology.
(PDF)

S4 Fig The differences in the extracted expression variation between the two different analysis methods. (A) Genes differentially expressed between the control sample and any of the six galactose samples were identified, and the number of genes altered in each number of samples was plotted on a bar graph. (B) Upper left, Venn diagram based on the median values of the six galactose samples. The Venn diagram shows the relationship between the number of genes whose expression increased in galactose samples compared with control samples and decreased after treatment. Upper right, Venn diagram of genes with variable expression that overlap in three of the six samples extracted based on individual galactose samples. The Venn diagram shows the relationship between the number of genes showing increase expression in three galactose replicates compared with control and decreased expression after treatment. Bottom center, relationship between genes selected by median analysis and genes that fluctuated in all three galactose replicates.
(PDF)

S5 Fig Extraction of genes whose expression was increased by galactose and repressed by HAT inhibitor treatment. (A) Venn diagram showing the relationship between the 42 genes that were increased by galactose (median = six galactose samples) and downregulated by C646+CPTH2, and genes that were downregulated by C646 or CPTH2. Fifteen genes were decreased only by C646+CPTH2. (B) Venn diagram showing the relationship between the 71 genes increased by galactose and decreased by CBP30+CPTH2, and genes that were decreased by CBP30 or CPTH2. Thirty-six genes were decreased only by CBP30+CPTH2. (C) Genes upregulated by galactose and downregulated by TH1834. Among the genes selected using the criterion *P* < 0.1, 34 genes were downregulated >2-fold in TH1834-treated sample compared with galactose-only samples. (D) Venn diagram showing the relationship between the 70 genes showing altered expression in the three HAT inhibitors (C646+CPTH2, CBP30+CPTH2, TH1834) treatment samples.
(PDF)

S1 Table List of primers used for real-time qRT-PCR.

S2 Table List of HAT inhibitors. In the "Therapeutic effect" column, "○" indicates that the HAT inhibitor alone had a complete therapeutic effect, "Δ" indicates that the HAT inhibitor alone had a slight therapeutic effect, and "×" indicates that the HAT inhibitor alone had no therapeutic effect.
(DOCX)

S3 Table Genes differentially expressed over time during galactose incubation. The column "ctrl-Galday4" indicates whether gene expression increased or decreased relative to that in the control after 4 days of incubation with galactose. The "Galday4-Day6" column shows whether gene expression increased or decreased from Day 4 to Day 6 of incubation with galactose.
(DOCX)

S4 Table Number of genes whose expression increased or decreased after exposure to galactose, and decreased or increased after addition of the HAT inhibitor. This table shows the number of genes whose expression in each galactose sample increased or decreased relative to that in the control sample, and was decreased or increased by treatment with any one of three therapeutic agents. Significance was defined as *P* < 0.1, *P* < 0.05, and *P* < 0.01, and the number of each was noted. The same analysis was repeated for six galactose samples. The “Union” row shows the number of genes selected from any of the six galactose samples. The “Intersect” line shows the number of genes selected from all six galactose samples.
(DOCX)

S1 Dataset List of 1483 genes that were significantly (*P* < 0.1) increased or decreased in any galactose-treated sample. Genes whose expression level was significantly higher (*P* < 0.1) in galactose than in the control are marked "UP," and those whose expression level was significantly lower (*P* < 0.1) in galactose than in the control are marked "DOWN." The six columns on the right show the change (Log2) in the signal value for each galactose sample relative to the control sample.
(XLSX)

S2 Dataset List of 421 genes whose expression is increased by galactose and decreased by any of the HAT inhibitors. In each galactose sample, genes that correspond to the conditions are indicated by “●”. Thirteen columns on the right side show the signal value for each gene. This gene list does not show changes in expression levels, only the signal values themselves.
(XLSX)

S3 Dataset List of 412 genes whose expression is decreased by galactose and increased by any of the HAT inhibitors. In each galactose sample, genes that correspond to the conditions are indicated by "●." The 13 columns on the right side show the signal value for each gene.
(XLSX)

S4 Dataset List of 70 genes whose expression levels changed in the three treatment samples. Genes (shown in Fig 4) whose expression levels changed significantly in each treatment sample are indicated by "◆". The difference between the signal value for each treatment sample and the median signal value for the six galactose samples is shown in the seven columns on the right.
(XLSX)

# Supplementary material for: Histone acetyltransferase inhibition reverses opacity in rat galactose-induced cataract
**Source:** PLoS One. 2022 Nov 23;17(11):e0273868. doi: 10.1371/journal.pone.0273868
**Supplement:** S2 Table — In the "Therapeutic effect" column, "○" indicates that the HAT inhibitor alone had a complete therapeutic effect, "Δ" indicates that the HAT inhibitor alone had a slight therapeutic effect, and "×" indicates that the HAT inhibitor alone had no therapeutic effect.

| **Name** | **Target** | **Place of purchase** | **Concentration** | **Therapeutic effect** |
| --- | --- | --- | --- | --- |
| CTK7A | p300/PCAF | EMD Millipore (USA) | 100 μM | × |
| Garcinol | p300/PCAF | Abcam (UK) | 2 μM | × |
| Anacardic Acid | p300/PCAF | Abcam (UK) | 20 μM | × |
| MG149 | TIP60/MOZ | Selleck Chemicals (USA) | 50 μM | × |
| C646 | p300 | Sigma Aldrich (USA) | 40 μM | × |
| CPTH2 | GCN5 | Cayman Chemical (USA) | 80 μM | △ |
| gallic acid | HAT | Sigma Aldrich (USA) | 100 μM | × |
| (-)-Epigallocatechin gallate (ECGC) | HAT | Wako (Japan) | 50 μM | × |
| EML425 | p300/CBP | Tocris (UK) | 200 μM | × |
| ISOX DUAL | CBP/BRD4 | Sigma Aldrich (USA) | 20 μM | × |
| Plumbagin | p300 | Sigma Aldrich (USA) | 2 μM | × |
| TH1834 | TIP60 | Axon Medchem (Netherlands) | 50 μM | ○ |
| windorphen | HAT | Sigma Aldrich (USA) | 40 μM | × |
| Remodelin | NAT10 | Cayman Chemical (USA) | 40 μM | × |
| Embelin | PCAF | Abcam (UK) | 40 μM | × |
| CBP30 | p300 | Cayman Chemical (USA) | 5 μM | × |

# Supplementary material for: Histone acetyltransferase inhibition reverses opacity in rat galactose-induced cataract
**Source:** PLoS One. 2022 Nov 23;17(11):e0273868. doi: 10.1371/journal.pone.0273868
**Supplement:** S3 Table — The column "ctrl-Galday4" indicates whether gene expression increased or decreased relative to that in the control after 4 days of incubation with galactose. The "Galday4-Day6" column shows whether gene expression increased or decreased from Day 4 to Day 6 of incubation with galactose.

| **ctrl-Galday4** | **Galday4-Day6** | **No. of genes** | **Gene name(s)** |
| --- | --- | --- | --- |
| up | up | 1 | *Hspa1b* |
| up | down | 9 | *Tcp11l2 Rdh11 Rcbtb2 Nrip2 LOC100911253  LOC100362572 Hist1h2bh Gtpbp2 Bace1* |
| - | up | 9 | *Tprn Tgfb3 Sgpp1 Rtn4 Mir22  Ier3 Hamp Egr1 Cd44* |
| up | - | 993 | - |

# Supplementary material for: Histone acetyltransferase inhibition reverses opacity in rat galactose-induced cataract
**Source:** PLoS One. 2022 Nov 23;17(11):e0273868. doi: 10.1371/journal.pone.0273868
**Supplement:** S4 Table — This table shows the number of genes whose expression in each galactose sample increased or decreased relative to that in the control sample, and was decreased or increased by treatment with any one of three therapeutic agents. Significance was defined as P < 0.1, P < 0.05, and P < 0.01, and the number of each was noted. The same analysis was repeated for six galactose samples. The “Union” row shows the number of genes selected from any of the six galactose samples. The “Intersect” line shows the number of genes selected from all six galactose samples.

| Galactose increases gene expression | | | |  | Galactose decreases gene expression | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | *P* < 0.1 | *P* < 0.05 | *P* < 0.01 |  |  | *P* < 0.1 | *P* < 0.05 | *P* < 0.01 |
| Galactose day4-1 | 139 | 87 | 34 |  | Galactose day4_1 | 148 | 86 | 44 |
| Galactose day4-2 | 149 | 90 | 32 |  | Galactose day4-2 | 117 | 71 | 17 |
| Galactose day4-3 | 153 | 98 | 48 |  | Galactose day4-3 | 95 | 51 | 16 |
| Galactose day6-1 | 143 | 82 | 26 |  | Galactose day6-1 | 142 | 82 | 26 |
| Galactose day6-2 | 171 | 112 | 44 |  | Galactose day6-2 | 116 | 52 | 17 |
| Galactose day6-3 | 160 | 91 | 44 |  | Galactose day6-3 | 102 | 48 | 19 |
| union | 421 | 248 | 109 |  | union | 412 | 221 | 77 |
| intersect | 25 | 14 | 3 |  | intersect | 14 | 9 | 2 |

How the deposited data were processed for this re-analysis (not part of the article)

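Gene expression in cultured rat lenses was measured on 13 GeneChip Rat Gene 2.0 ST arrays. They comprised 1 control, 3 galactose Day 4 and 3 galactose Day 6 samples and 1 sample for each of 6 treatments with inhibitors in galactose. The authors preprocessed the arrays in R, and the log2 values were used as deposited by the authors. The background correction, normalization and summary of the probes are not named in the paper's text. No normalization was added. The medians of the arrays over the genes kept were 5.62 to 5.88, and some counts depended on the scaling.

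The table held 36685 probe sets, of which 18511 carry 1 gene name. Of several probe sets of a gene, the one with the highest mean over all arrays was taken. A gene was kept when its log2 signal reached 5 in at least 1 array, which left 6778 of 18166 genes. Gene names were compared by identifier with the RefSeq table, and 0 changed. The paper's tables name 172 more genes, which were fitted as well and are not in the counts. Of 833 genes in S2 and S3 Datasets, 793 equalled the values of 1 probe set within 0.001.

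A model with 1 group per condition was fitted in limma 3.58.1 under R 4.3.3, with two-sided tests and Benjamini-Hochberg adjusted p under 0.05. The fit had 4 residual degrees of freedom, a prior of 4.97 degrees of freedom and a prior standard deviation of 0.221. Lone arrays were assumed to vary like the galactose groups. The comparison of effective with ineffective treatments took 3 arrays each and had 8 residual degrees of freedom. CPTH2, to which the paper also gives a weak effect alone, was counted as ineffective. On simulated tables of 200 changed genes, the fit found 41.4% of changes by a log2 of 1 and 98.4% of changes by a log2 of 2 between galactose Day 4 and the control, and 54% and 99% for TH1834. The false calls were 6% and 6.5%. The simulated errors were independent between genes and had 1 spread for all arrays, so recovery in the real arrays may be lower.

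Of 34 gene lists written for lens cell types, other cell types and cell functions, 29 had measured members, and the 26 with at least 3 were tested with camera at a preset correlation of 0.01. The correlation was also estimated per list, and fry was run as another test. The actin, tubulin and inflammatory lists, among others, hold genes that the study chose on these arrays. Tests of the treatments on these lists are not independent of that choice. The study's own rule was recomputed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, over the genes kept. Its overlaps were set against independent lists, 100 simulated tables and galactose arrays in the place of treatments.

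The genes named in the text follow a rule. They are the genes the paper names, whose values in its tables were seen before, the 10 largest increases and 10 largest decreases per comparison among genes that passed and lay on 1 side in every replicated array, and up to 4 members per gene list described, together with members the paper names. Genes outside this rule are marked in the text. The sizes were taken from the deposited values without a call of signal above background, so those that reach a signal under 5 have no exact order. The alternatives were other filters, quantile normalization, median centring, other reference groups, other thresholds, other tests and leaving out each galactose array. The opacity measurements, the histology and the RT-qPCR were not analysed here.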

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

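The tests of the explanations in this part were chosen after the results were seen, apart from the other splits of the arrays and the galactose arrays in the place of treatments, which were set before the data were examined.

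Genes that the paper's S1, S2 and S3 Datasets do not hold were called in 5 treatments. With C646+CPTH2 these were 56 of 90 called genes, 44 higher and 12 lower, and with CBP30+CPTH2 36 of 46, 26 higher and 10 lower. CBP30 had 6 of 12, all higher, CPTH2 4 of 8, all higher, and TH1834 3 of 8, 2 higher and 1 lower. Each treatment is 1 array, so these calls rest on the spread of the galactose arrays. The datasets list only genes that galactose changed by the study's rule, 1483 in S1 Dataset, where the paper kept 7702 genes. Most genes therefore lie outside them, and the counts above were not set against that share.

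Between galactose Day 6 and Day 4, 10 gene lists differed in camera (6 without Day 4 replicate 3, and 0 with an estimated correlation), though limma called 0 genes (363 at an unadjusted p under 0.05, and 1 with a test on each gene's own spread). Of the splits of these arrays 3 against 3, the highest of the others gave 1 gene. As the real count is 0, all 10 splits reach it by construction and this decides nothing. For the lists, 2 of the 10 splits gave as many, the real one included, and the highest of the others was 11. Between effective and ineffective treatments, the real split gave 0 genes and 3 lists (0 with an estimated correlation), and the highest others were 3 genes and 11 lists, both from C646, CPTH2 and C646+CPTH2 against the rest. All 10 splits gave as many lists, and as many genes by construction. With 10 splits no share under 0.05 can be reached.

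Whether the genes reversed by treatment exceed the spread between galactose lenses depends on the threshold. At its first threshold the study's rule took 365 genes raised by galactose and lowered by an effective treatment, where galactose arrays in the place of treatments gave a mean of 379.5, and 364 genes in the other direction, where they gave 438.7. With a fixed 2-fold difference the order turned, with 284 genes against 217.7 (highest 242) and 351 against 245.5 (highest 273). The study's threshold widens with the spread of each array over the genes, and the fixed one does not. For raised genes the order also turned within the study's rule, so this difference need not be the reason. At P under 0.01 the rule took 88 raised genes against a mean of 77.3 (highest 84). In the other direction it took 70 against 83.4. At P under 0.1 without Day 4 replicate 1, it took 321 against 316, and 310 against 368 in the other direction. At P under 0.1 with all 6 galactose arrays, the treatments gave 175 and 109 raised genes in at least 2 and at least 3 arrays. These lay above the highest of 139 and 67 with galactose arrays. The lowered genes numbered 147 and 69, with highest values of 159 and 69. These counts do not decide between spread and an effect, because no galactose array lies below a gene's lowest one and the galactose arrays give fewer genes in several arrays by construction. With the galactose median, C646+CPTH2 lowered 30 raised genes, and a galactose array in its place lowered up to 45, but with the 2-fold difference it lowered 21 against at most 17, so spread and an effect cannot be told apart there. CBP30+CPTH2 lowered 60 and TH1834 78, above the highest of 45 with a galactose array, and above the highest of 56 and 59 for them in simulated tables without a difference between groups, CBP30+CPTH2 only narrowly. With the 2-fold difference they lowered 31 and 23 genes. The total of 113 genes over the effective treatments lay near the highest of 108 with 3 galactose arrays, and within the 78 to 120 of the simulated tables (mean 100.6). The simulated tables hold no galactose effect either, and the rule's threshold scales with their spread. Their raised genes are spread alone, so they cannot decide on any of these counts. An effect of CBP30+CPTH2 and TH1834 remains open and was not tested with replicates.

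Actin cytoskeleton and contractile genes were lower in the effective than in the ineffective treatments on average over each class, in all 14 members. With CBP30, an ineffective treatment, their mean signal of 6.23 lay within the 5.95 to 6.31 of the effective ones, so the difference rests on C646 and CPTH2, at 7.09 and 7.19, and a low level does not separate the classes. CPTH2, counted here as ineffective, has a weak effect alone by the paper. Scaling of the arrays, which moves genes of like signal alike, is argued against, since 2.0% of 4758 other genes of like signal (within 0.25 of an actin gene) lay as low as the actin median of -0.54, and their median was -0.01. With CBP30+CPTH2 and TH1834, 0 of 9 lens epithelium genes lay as low as the actin median of -0.635 or -0.644. Their mean signal was 6.39 and 6.87, against 6.28 to 6.57 in the galactose arrays of replicates 2 and 3. Less epithelium is argued against in these 2 arrays only. Each is 1 array and the 9 genes are not independent, so the spread between lenses was not tested. With C646+CPTH2, 7 of 9 lens epithelium genes lay as low as the actin median of -0.519, so less epithelium may account for the actin genes there. An effect of the inhibitors on these genes stays open as a hypothesis, and with an estimated correlation the list does not pass (adjusted p = 0.409). The list also holds Acta1, Csrp1, Tagln, Tgfb1i1, Tpm4 and Vcl, which the study chose on these same arrays, so it is not independent of that choice.

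Lens epithelium genes were low in replicate 1 of both galactose days and with C646+CPTH2, at medians of -0.79, -0.49 and -1.46 below the other 4 galactose arrays. Only 2.9%, 13.1% and 1.2% of all genes lay as low, and the medians of all genes were at 0.07, -0.09 and -0.01, so the deposited values of most genes did not fall alike. Preprocessing that scales arrays alike would remove a lower signal of the whole sample, so these values cannot decide on it. Below all 4 other galactose arrays lay 7, 7 and 8 of the 9 genes. Over the 3 arrays, 3 of 36 values of lens fibre genes lay as low as the epithelium median. Less epithelium in the sample and lower expression in the epithelium would both leave the fibre genes in place, and they cannot be told apart, because the arrays measure whole lenses. Fibre genes had medians of -0.14, -0.16 and -0.19 in these arrays, and crystallins -0.11, 0.10 and -0.11.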

How the results depend on the processing

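Leaving out both replicate 1 galactose arrays was chosen after the results were seen, because lens epithelium genes were low in both, as was the mean of all probe sets of a gene for the study's own rule. Counts below are genes at an adjusted p under 0.05 in limma unless the study's rule or gene lists are named. Where 1 galactose array or a lone treatment is left out, lone samples are assumed to vary like the other groups. Apart from the causes that the construction gives, the cause was not tested.

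No gene was called, a count of 0, in 3 comparisons under each filter, normalization, variance setting and left-out galactose array: Day 6 versus Day 4, CBP30+CPTH2 versus its single inhibitors, and effective versus ineffective treatments. At an unadjusted p under 0.05 they had 363, 638 and 285 genes. Student's t-test gave 1 gene for Day 6 versus Day 4. For effective versus ineffective treatments, 1 group per treatment and leaving out each treatment array in turn also gave 0. C646 had 0 genes (253 unadjusted), and 3 without both replicate 1 arrays.

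The labels give both galactose days the same replicate numbers. With the number as a replicate block in a fit of the 6 galactose arrays, Day 6 versus Day 4 had 0 genes (523 unadjusted). The deviations of same-numbered arrays from their group means correlated at 0.341, 0.076 and 0.251, and those of differently numbered arrays at -0.295 to 0.138. Day 4 replicates 1 and 3 correlated best with their own number, and Day 4 replicate 2 with Day 6 replicate 3, at 0.138. A pairing by number is therefore neither shown nor excluded, and the main test does not use one.

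Without the filter on signal, 18166 genes in place of 6778 were tested. Day 4 versus control had 85 genes in place of 256, 76 of them shared, and Day 6 versus control 151 in place of 372, 130 of them shared. CBP30 had 0 in place of 12, CPTH2 1 in place of 8, C646+CPTH2 32 in place of 90, CBP30+CPTH2 0 in place of 46, TH1834 3 in place of 8, and C646+CPTH2 versus its single inhibitors 0 in place of 1. More tests make the adjustment stricter by construction, and the genes near background also enter the shared estimate of the spread. A log2 signal of 5 in 3 arrays kept these counts within 1.5 times, except for C646+CPTH2 versus its single inhibitors, with 2.

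Quantile normalization and centring on the median gave 2 genes each for CPTH2, and 2 each for C646+CPTH2 versus its single inhibitors. CBP30+CPTH2 had 24 genes after quantile normalization. After centring it had 37, of which 13 were higher and 24 lower, against 30 higher and 16 lower as deposited, so which direction prevails depends on the scaling. The trended and robust variance and the mean of the probe sets left every limma count within 1.5 times.

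With the spread taken from its own galactose group alone, Day 4 versus control had 30 genes, 29 of them shared, and Day 6 versus control 65, 62 of them shared. This fit has fewer arrays. Against the Day 6 arrays alone, CBP30 had 0 genes, CPTH2 2, C646+CPTH2 58, CBP30+CPTH2 0 and TH1834 4. Against the Day 4 arrays alone, CBP30 had 0 and CBP30+CPTH2 7, while C646+CPTH2, CPTH2 and TH1834 stayed within 1.5 times.

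Leaving out 1 galactose array changed most counts. Day 4 versus control ranged from 83 to 379 genes, with 83 without Day 4 replicate 2, 97 without Day 4 replicate 3, 139 without Day 6 replicate 2 and 138 without Day 6 replicate 3. Day 6 versus control ranged from 118 to 518, with 181, 188, 118 and 161 without these 4 arrays in the same order. CBP30 ranged from 0 to 8 and had 0 without each array but Day 4 replicate 1. CPTH2 ranged from 1 to 7, with 1 and 3 without Day 4 replicates 2 and 3, and 5, 3 and 2 without Day 6 replicates 1, 2 and 3. C646+CPTH2 ranged from 36 to 192, with 192, 36 and 38 without Day 4 replicates 1, 2 and 3, and 45 and 38 without Day 6 replicates 2 and 3. CBP30+CPTH2 ranged from 0 to 103, with 103 without Day 4 replicate 1, 7 and 2 without Day 6 replicates 1 and 2, and 0 without each of the other 3. TH1834 ranged from 2 to 15, with 15, 4 and 2 without Day 4 replicates 1, 2 and 3 and 4 without Day 6 replicate 3. C646+CPTH2 versus its single inhibitors ranged from 0 to 7, with 7 without Day 4 replicate 1 and 0 without each of the others.

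Without both replicate 1 arrays, Day 4 versus control had 662 genes and Day 6 versus control 903, and 250 of the 256 and 369 of the 372 genes were among them. CPTH2 had 5, C646+CPTH2 599 with all 90 among them (279 higher and 320 lower, against 69 and 21 with these arrays), CBP30+CPTH2 559 with all 46 among them, TH1834 26, and C646+CPTH2 versus its single inhibitors 59.

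With the study's rule, 244 genes changed in all 3 Day 4 arrays and 247 in all 3 Day 6 arrays. Without the filter these were 524 and 528, at the study's threshold of P under 0.05 142 and 151, and at P under 0.01 64 and 65. Leaving out 1 array leaves 2 to pass, which gave 283 to 369 on Day 4 and 295 to 383 on Day 6, with the highest values, 369 and 383, without replicate 1.

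Genes raised by galactose and lowered by an effective treatment (365) numbered 1388 without the filter, 209 at P under 0.05, 88 at P under 0.01, and 321 to 341 without 1 array. In the other direction (364) they numbered 1316, 193, 70 and 310 to 349, and 242 without both replicate 1 arrays. With galactose arrays in the place of treatments, the means of 379.5 and 438.7 were 1440.1 and 1368.2 without the filter, 212.1 and 240.3 at P under 0.05, 77.3 and 83.4 at P under 0.01, and 217.7 and 245.5 with a fixed 2-fold difference. Without 1 array they were 316 to 352.8 and 368 to 406.2, and the second was 284 without both replicate 1 arrays. The treatments exceeded the galactose arrays in the first direction at P under 0.01 (88 against 77.3), with the 2-fold difference (284 against 217.7), and narrowly without Day 4 replicate 1 (321 against 316) and without both replicate 1 arrays (281 against 275). In the other direction they did so only with the 2-fold difference (351 against 245.5).

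With the galactose median, 113 genes were raised and then lowered by an effective treatment. They numbered 254 without the filter, 29 at P under 0.01, 52 with the 2-fold difference and 106 to 119 without 1 array. A galactose array in the place of 1 treatment gave a mean of 30.0, and 92.5 without the filter, 16.0 at P under 0.05, 4.8 at P under 0.01, 6.2 with the 2-fold difference and 29.4 to 33.2 without 1 array.

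Genes higher on Day 4 with no further change to Day 6 that passed (773) numbered 729 to 792 without 1 array. In these classes Student's t-test replaced the p of limma for the step from Day 4 to Day 6 only. Genes higher on Day 4 and again on Day 6 (5) numbered 1 with Student's t-test, 15 without both replicate 1 arrays and 1 to 9 without 1 array, with 3 each without Day 4 replicates 2 and 3, and 9 and 1 without Day 6 replicates 1 and 2. Genes higher and then lower (15) numbered 25 without the filter, 9 with the t-test, 25 without both replicate 1 arrays and 18 to 36 without 1 array, with 26, 24 and 36 without Day 4 replicates 1, 2 and 3 and 24 without Day 6 replicate 3. Genes that passed in neither direction on Day 4 and were then higher (28) numbered 124, 10, 45 and 25 to 60, with 50 without Day 4 replicate 3 and 60 without Day 6 replicate 1.

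The mean distance of galactose arrays from the control, 0.629, was 1.292 over the genes of S2 Dataset, which were chosen for their change, and 0.513 without the filter. The effective treatments lay at 0.683 from the control and the single inhibitors at 0.658, and over S2 Dataset at 1.12 and 1.263, so their order depends on the genes used.

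Over all comparisons, 103 gene lists passed in camera, and 91 to 108 did without 1 array. With the correlation estimated per list 0 passed, and 16 did in the directional test of fry.

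Among single genes, 78 values named in the text were called, and none of their 1120 alternative values turned direction, while 235 no longer passed. Of the other 57 named values, 9 of 868 alternative values passed and 3 turned direction. All 3 belong to Tgfb1i1 with TH1834, at -0.12 from galactose: 0.00 without Day 4 replicate 2, 0.008 without Day 6 replicate 3 (range -0.279 to 0.008 without 1 array) and 0.027 against the Day 4 arrays alone.

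Signal limits what was tested, since 6778 of 18166 genes reached a log2 signal of 5 in any array. With 1 array per treatment and for the control, these groups have no spread of their own.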

Differences from the paper's values

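One setting for Bace1, named there, was chosen after the results were seen, and the other tests in this part were not. At the paper's thresholds, and with the p of limma since the paper's text does not name its test, 5 genes were higher on galactose Day 4 and higher again on Day 6, against 1 in the paper. Among the alternatives set before the data were examined, Student's t-test and leaving out Day 6 replicate 2 gave 1 gene each, and the others did not bring the count within 1.5 times the paper's. The t-test replaced the p of limma for the step from Day 4 to Day 6 only. The 1 gene in the paper is Hspa1b, whose probe set has 2 gene names and is not counted here, so an equal count is not the same gene.

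For genes higher on Day 4 and lower again on Day 6, 15 were found, against 9 in the paper. With Student's t-test for the step from Day 4 to Day 6 the number was 9, and no other alternative brought it within 1.5 times the paper's. These were not the same 9 genes: Bace1 did not pass on Day 4, and LOC100911253 and Hist1h2bh are not in the counts.

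Genes that passed in neither direction on Day 4 and were higher on Day 6 than on Day 4 numbered 28, against 9 in the paper. Student's t-test for the step from Day 4 to Day 6 gave 10, and no other alternative brought it within 1.5 times the paper's. The genes that the paper lists in this class were all among the 10.

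The paper lists Bace1 among the genes raised on Day 4 and lowered on Day 6. Here its difference on Day 4 was 0.60 and did not pass the threshold on p, while its difference from Day 4 to Day 6, at -0.60, did. Without Day 4 replicate 1 it passed in both steps, as it did with both replicate 1 galactose arrays left out, a setting chosen after the values were seen.

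The paper places C646+CPTH2 farthest from the control on its map of principal components, directly after a sentence on the treatment group. Over the genes of S2 Dataset, C646+CPTH2 was the farthest effective treatment, at a root mean square log2 difference of 1.378. CBP30+CPTH2 lay at 1.042 and TH1834 at 0.941. CPTH2, a single inhibitor, lay farther, at 1.425. Over all genes C646+CPTH2 lay farthest, at 0.801. These distances are another measure than the map, so a difference from the paper is not shown.

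The paper describes a similar share of lone genes in each replicate. Here replicate 1 had 42.7% on Day 4 and 37.9% on Day 6, and the other arrays had 22.9% to 24.3%. The paper's own counts of lone genes, 279 of 656 in Day 4 replicate 1 and 227 of 644 in Day 6 replicate 1, are alike, so the difference is from the paper's wording and not from its counts.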

Other observations

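Single inhibitors had values that belong to no claim of the paper, and no explanation was tested for them. With C646, antioxidant genes were at a mean log2 signal of 7.19, against 6.27 to 6.61 in the 6 galactose arrays and 7.40 with C646+CPTH2. With CPTH2, the chaperones of the endoplasmic reticulum were at 7.52, against 6.73 to 7.09 in galactose, and cholesterol synthesis genes at 6.61, against 5.88 to 6.19. Cytosolic ribosomal protein genes were at 8.53 with CBP30 and 8.57 with CBP30+CPTH2, against 8.81 to 9.24 in galactose. Each of these values is from 1 array.

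In 28 measures of the galactose arrays, no array lay apart from the other 5 by Dixon's test. The test looks for a lone array, and arrays that lie off together can hide each other. Lens epithelium genes were low in an array of each galactose day, so the test cannot decide whether those arrays lie apart.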
